# Comparison of* In Vivo* Gene Expression Profiling of RPE/Choroid following Intravitreal Injection of Dexamethasone and Triamcinolone Acetonide

**DOI:** 10.1155/2016/9856736

**Published:** 2016-06-27

**Authors:** Zeljka Smit-McBride, Elad Moisseiev, Sara P. Modjtahedi, David G. Telander, Leonard M. Hjelmeland, Lawrence S. Morse

## Abstract

*Purpose*. To identify retinal pigment epithelium (RPE)/choroid genes and their relevant expression pathways affected by intravitreal injections of dexamethasone and triamcinolone acetonide in mice at clinically relevant time points for patient care.* Methods*. Differential gene expression of over 34,000 well-characterized mouse genes in the RPE/choroid of 6-week-old C57BL/6J mice was analyzed after intravitreal steroid injections at 1 week and 1 month postinjection, using Affymetrix Mouse Genome 430 2.0 microarrays. The data were analyzed using GeneSpring GX 12.5 and Ingenuity Pathway Analysis (IPA) microarray analysis software for biologically relevant changes.* Results*. Both triamcinolone and dexamethasone caused differential activation of genes involved in “Circadian Rhythm Signaling” pathway at both time points tested. Triamcinolone (TAA) uniquely induced significant changes in gene expression in “Calcium Signaling” (1 week) and “Glutamate Receptor Signaling” pathways (1 month). In contrast, dexamethasone (Dex) affected the “GABA Receptor Signaling” (1 week) and “Serotonin Receptor Signaling” (1 month) pathways. Understanding how intraocular steroids affect the gene expression of RPE/choroid is clinically relevant.* Conclusions*. This* in vivo* study has elucidated several genes and pathways that are potentially altering the circadian rhythms and several other neurotransmitter pathways in RPE/choroid during intravitreal steroid injections, which likely has consequences in the dysregulation of RPE function and neurodegeneration of the retina.

## 1. Introduction

Intravitreal injections of dexamethasone (Dex) and triamcinolone (TAA) are a mainstay in a clinical retinal practice to treat a wide range of pathologies, such as cystoid macular edema secondary to retinal vein occlusion, diabetic macular edema, choroidal neovascularization in macular degeneration, and noninfectious uveitis [1–6]. These pathologies affect the retina but also involve the RPE and choroid.

Glucocorticoids have powerful anti-inflammatory action, but the exact underlying mechanism of this effect remains poorly defined. Additionally, intravitreal administration of glucocorticoids may lead to side effects such as cataract progression, development of steroid-induced glaucoma, and central serous chorioretinopathy [7, 8].

Clinical decision making may be greatly enhanced with a better appreciation of the differential gene expression induced by intravitreal steroids. In a previous study using a mouse model, we demonstrated that intravitreal steroids affect the expression of several genetic pathways and alter the balance between neuroprotective and neurodegenerative processes in retina [9]. In this sequel study we used the same model to examine the differential gene expression effects of intravitreal injections of Dex and TAA in RPE/choroid tissue* in vivo*, since they too are affected by both disease pathogenesis and intravitreal steroidal treatment at clinically relevant time points of 1 week and 1 month postinjection. The purpose of this study was to evaluate the gene expression effects that intravitreal Dex and TAA have on the RPE/choroid and the differences between them at clinically relevant time points.

## 2. Materials and Methods

### 2.1. Animals

This study protocol was approved by the Institutional Animal Care and Use Committee at the University of California Davis before initiation. The study was conducted according to the approved protocol and in accordance with the ARVO statement for the Use of Animals in Ophthalmic and Vision Research. Six- to eight-week-old male C57BL/6J mice (Jax-West, Sacramento, CA) were used for all experiments. Mice were housed at 21°C, under a 12-hour light/12-hour dark cycle, with food and water supplied* ad libitum*. Three groups of animals with 4 animals per group were used for each experiment.

### 2.2. Mouse Anesthesia

One mL of ketamine (100 mg/mL), 0.1 mL of xylazine (100 mg/mL), and 8.9 mL of sterile water were mixed to prepare a final solution for injection. Animals were anesthetized by injecting a 0.1 mL/10 g of body weight intraperitoneally.

### 2.3. Intravitreal Injections

Intravitreal injections were performed transconjunctivally in anesthetized C57BL/6J mice with Hamilton 33 g needles delivering 1 *μ*L of solution. In group 1 (*n* = 4) animals received balanced salt solution (BSS), group 2 (*n* = 4) dexamethasone (10 *μ*g), and group 3 (*n* = 4) TAA (25 *μ*g). The solvent for Dex and TAA was BSS. All mice included in this study were injected on the same day at the same time. At weeks 1 and 4 after the injections, the eyes were harvested for ocular dissection and total RNA isolation.

### 2.4. Tissue Collection

At days 7 and 30 postinjection mice from each group were sacrificed using a CO_2_ chamber and the RPE/choroid tissue was harvested using published procedures [10]. Sample collections were done in the morning, in the period of 1 h. Briefly, mouse eyes were removed with curved forceps, the eye glued to the Petri dish with superglue, and a circumferential cut was made dorsal to limbus, removing the front of the eye. Retinal tissue was removed after severing the optic nerve and the outside of the back of the eye was cleaned of muscles and connective tissue. Dissected RPE/choroid was collected within one minute after the sacrifice of the animal, immediately placed in 300 *μ*L of RNALater, and stored at −20°C.

### 2.5. RNA Isolation

QIAGEN's RNeasy isolation kit was used to isolate total RNA. As a first step tissue was placed in Qiazol and pushed through syringe with 17 g needle several times so the pigmented cells of RPE would be released, while sclera stayed intact as a clear sheet and was removed from the tube with needle. Since the choroid tends to be firmly attached to the inner sclera, it is likely that most of it stayed attached. RNA samples were run on an Agilent BioAnalyzer microfluidics chip RNA Nano 6000 to assess quality and quantity. Out of four samples, three samples having the highest quality (RNA Integrity Number (RIN) ≥ 7 value) were labeled as probes for the Affymetrix GeneChip microarrays (Affymetrix, Santa Clara, CA).

### 2.6. Microarray Probe Labeling

RNA samples were labeled using 0.100 ug of total RNA, following the manufacturer's protocol for GeneChip Target Labeling 3′ IVT Express Kit (Affymetrix, Santa Clara, CA). After labeling, probes were hybridized to the Affymetrix Mouse Genome 430 2.0 GeneChip microarrays. This array contains 45,101 probe sets, analyzing the expression of 39,000 transcripts and variants from over 34,000 well-characterized mouse genes. Hybridization was performed in the UC Davis Genome Center Microarray Core Facility using a standard procedure (Affymetrix, Santa Clara, CA). The total data set included 18 GeneChip microarrays.

### 2.7. Microarray Data Analysis

Microarray data were analyzed using GeneSpring GX 12.5 microarray analysis software and Ingenuity Pathway Analysis (IPA) software for biologically relevant changes of expression in genes and related pathways of the RPE/choroid.

### 2.8. Statistical Analysis of Microarrays

One-way ANOVA was used in GeneSpring to identify statistically significant genes at a significance level of *p* ≤ 0.01. The Benjamini-Hochberg* post hoc* correction method was too conservative for microarray results with limited number of biological replicas such as this. 

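Among the 6 groups of treatment and time, 7 of 45101 probe sets differed at a Benjamini-Hochberg adjusted p under 0.05 in limma's F-test, which estimates the spread of each probe set with help from all others, and 5 at an adjusted p of 0.01 or less. They were Arntl (adjusted p = 0.00332), which encodes the clock activator Bmal1, its partner Npas2 (adjusted p = 0.00705), the clock repressor Per3 (adjusted p = 0.00705), the cell cycle kinase Wee1 (adjusted p = 0.011), the methyltransferase Inmt (adjusted p = 0.00705), the secreted protein Fibin (adjusted p = 0.013) and the acute phase protein Saa3 (adjusted p = 0.00705). The methods' one-way analysis of variance gave 0 probe sets at either threshold, with a smallest adjusted p of 0.0678 and 2183 probe sets at an unadjusted p of 0.05 or less. Without BSS day 30 replicate 2, limma's F-test gave 27 probe sets.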

No probe sets met this significance level of testing. Therefore, a different set of stringency requirements was applied to reduce the risk of false positives. To identify biologically relevant gene expression changes for each of the time point/treatment conditions, Volcano plot analysis [11] was performed, using a combination of unpaired *t*-test and asymptotic *p* value computation. The Volcano plot is a scatter plot of the fold change versus the *p* value (in −log_10_⁡*p* scale). It is commonly used to simultaneously depict the *p* value and the fold change for gene selection cutoff schemes in microarray data. It may be viewed as a summary of “statistical” significance and “biological” significance over a large number of genes. We employed the standard approach of using a *p* value (*p* ≤ 0.05) as the primary criterion followed by fold change (−1.5 ≥ FC ≥ 1.5) as the secondary criterion to select differentially expressed genes. This approach ensures control of false-positive error and preserves the desired biological significance [12].

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [13, 14] and are accessible through GEO Series accession number GSE49872 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=%20GSE49872). Supplementary Material (available online at http://dx.doi.org/10.1155/2016/9856736) attached to this paper contains the complete list of the differentially expressed genes identified by ANOVA at *p* ≤ 0.01 and Volcano plot at (−1.5 ≥ FC ≥ 1.5) *p* ≤ 0.05.

### 2.9. Bioinformatics/Pathways Analysis

Pathway analysis was performed using Ingenuity Pathway Analysis (IPA) software (QIAGEN, Valencia, CA). The lists of candidate genes identified by GeneSpring analysis were uploaded to the IPA site and IPA core analysis was applied to give us the list of activated pathways and gene networks with the highest degree of significance.

### 2.10. Quantitative PCR

Quantitative PCR (qPCR) was used as a second method for validation of the results of microarray data analysis for several candidate genes (Ahrr, Arntl, Grik1, Lcn2, Per1, and Snap25). All gene expression assays (Taqman, Applied Biosystems, Foster City, CA) were conducted in the real-time PCR Research and Diagnostic Core Facility at University of California Davis. Control genes (B2M, GAPDH, and HPRT1) were also included in order to validate the results of the qPCR.

### 2.11. Statistical Analysis of qPCR

For the genes used for qPCR validation of the microarray data, threshold cycle (Ct) values were used to determine the quantity of gene copies. For each gene, the mean of three samples was calculated and used for analysis. The fold change for each gene was determined compared to the mean of all 3 control genes used.

## 3. Results

### 3.1. Genes with Significantly Altered Expression Changes

Data was analyzed using GeneSpring 12.5. 

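RNA of the RPE/choroid was measured on 18 Affymetrix mouse genome arrays after a single intravitreal injection of 1 μL of balanced salt solution (BSS, the vehicle), of dexamethasone (Dex, 10 μg) or of triamcinolone acetonide (TAA, 25 μg). Tissue was taken at day 7 (1 week) and day 30 (1 month) after the injection, which gave 6 groups of 3 arrays. According to the sample labels and the methods each array held RNA of a separate animal, and the animals of each group with the highest RNA quality were hybridized. The labels and the methods name different labelling kits. The deposited values are on the log2 scale, after RMA, with the median of the 18 arrays subtracted from each probe set by the authors' software. The median of each probe set over the arrays was 0 to within 5e-07, so that the values hold differences between arrays and no expression level. The median of an array lay between -0.044 and 0.02 and its SD over probe sets between 0.19 and 0.42. The filter on weak signals could not be repeated on such values, and all 45101 probe sets were tested. Group means were compared with limma over all 18 arrays, which share 12 residual degrees of freedom, and p-values were adjusted by the method of Benjamini and Hochberg over all probe sets. Counts at the thresholds of the study, an unadjusted p of 0.05 or less with a fold change of 1.5 or more in either direction, are given beside the adjusted ones. Lists of marker and pathway genes were tested with camera, and the value of a gene in a list is the mean of the probe sets annotated to it alone. Values with ± are means and SDs of 3 arrays on this centred log2 scale, and n is 3 arrays in each group unless stated. SE is the standard error of a difference, from the spread pooled over all 6 groups, and can differ from that of the compared arrays. The number of arrays limits the precision: with 3 against 3, the smallest p that an exact two-sided permutation test allows is 0.1.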

Raw data was imported as  .cel files and underwent RMA normalization with using baseline values of median of all samples. Next step was filtering by expression on the raw data for the signals between 20% and 100%, to eliminate too weak signals which were on the borderline of background noise. The signals for the probes were retained only if they were present in at least 1 out of 6 conditions within the range. The number of 36,136 probe sets passed out of total of 45,101 probe sets on the GeneChip. Statistical analysis by one-way ANOVA identified 1,868 out of 36,136 probe sets differentially expressed at a *p* value of *p* ≤ 0.05 and 430/36,136 at *p* ≤ 0.01 when the entire 18-chip sample set was considered.

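The genes that differed most among the groups differed between the days of collection. Over the 9 arrays of each day, Arntl was higher at day 30 than at day 7 by 1.85 (log2, SE 0.14, adjusted p = 5.66e-05) and Npas2 by 1.62 (SE 0.14, adjusted p = 0.000152). Nfil3, a repressor of clock output genes, rose by 0.81 (adjusted p = 0.00656) and Ppp1r3c, which directs a phosphatase to glycogen, by 1.00 (adjusted p = 0.0422). Among the genes that were lower at day 30 were Per2 (log2 fold change -1.25, adjusted p = 0.00191), Ptgs2, the inducible cyclooxygenase (-1.17, adjusted p = 0.00191), Inmt (-1.10, adjusted p = 0.00024), the glucocorticoid-induced gene Tsc22d3 (-0.99, adjusted p = 0.00736), and Angptl7 (-1.27, adjusted p = 0.00656) and Prg4 (-1.35, adjusted p = 0.00736), which encode secreted proteins. Of all probe sets, 180 differed between the days at an adjusted p under 0.05, 41 higher and 139 lower at day 30, while at the study's thresholds 298 of 432 stood higher and 134 lower. limma's F-test over the 6 groups gave 543 probe sets at an unadjusted p of 0.01 or less, where 451 are expected by chance, and 2281 at 0.05 or less, where 2255 are expected. Of the 543, 475 had a p of 0.01 or less for the day, 69 for treatment within a time point, 16 for both and 15 for neither. limma's F-test of treatment within a time point gave 0 probe sets after adjustment (smallest adjusted p = 0.127) and 782 at an unadjusted p of 0.05 or less, and with array weights it gave 1. Rod photoreceptor genes stood higher at day 30 in 26 of 26 members, with a median log2 fold change of 1.34 (camera, adjusted p = 2.82e-09, but adjusted p = 0.481 with an estimated correlation). The day of collection goes together with age and time since injection in this design. Without BSS day 30 replicate 2, the F-test gave 1648 and 5030 probe sets at these thresholds and the comparison of days gave 1255, while without TAA day 7 replicate 2 the latter gave 63.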

Comparison of treatment versus control for each time point using an unpaired *t*-test identified a set of common genes similarly regulated by both steroids, as well as, a set of unique genes differentially regulated by each steroid. 

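Dex and TAA are both fluorinated synthetic glucocorticoids; TAA carries an acetonide ring where Dex has a methyl and a hydroxyl group. Set against each other at 1 week, Saa3, an acute phase protein, was higher after TAA by 2.03 (95% interval 1.40 to 2.66) on the log2 scale (adjusted p = 0.223). Mbd1, a protein that binds methylated DNA, had a TAA minus Dex difference of 0.96 (SE 0.18), and Cipc, an inhibitor of the Clock protein, one of 0.78 (SE 0.19). The extracellular matrix genes Dpt (-1.25 (SE 0.31)), Postn (-1.13 (SE 0.34)) and Col1a1 (-0.97 (SE 0.26)) and the calcium-binding protein of fast muscle Pvalb (-1.02 (SE 0.22)) had negative differences. At 1 month the difference was -0.79 (SE 0.11) for Gzmc, a granzyme (adjusted p = 0.154), and -0.94 (SE 0.29) for C1qc, a complement subunit made by macrophages. No probe set passed limma's test of TAA against Dex after adjustment, 0 at 1 week and 0 at 1 month; 1217 and 861 had an unadjusted p of 0.05 or less, where 2255 are expected by chance, and array weights gave 1 at 1 week while a robust, trended prior gave 1 at 1 month. A difference between the steroids was not detectable for many genes, but the intervals leave room for large ones. The interval of TAA minus Dex at 1 week was -1.19 to 5.69 for Lcn2, -5.45 to 2.97 for Snap25 and -0.60 to 0.50 for Myh8, and at 1 month it was -0.54 to 0.44 for Fbn2. Of 32 skeletal muscle genes, 32 had a lower value after TAA than after Dex at 1 week, with a median of -0.56; 0 passed over all genes and 6 were lower when adjusted over the list alone (camera, adjusted p = 7.05e-22, but adjusted p = 0.199 with an estimated correlation). Of 24 glucocorticoid response genes, 23 had a higher value after TAA, with a median of 0.16 (camera, adjusted p = 6.64e-06, but adjusted p = 0.199 with an estimated correlation); without TAA day 7 replicate 1 the mean went from 0.188 to 0.092 (adjusted p = 0.102). Markers of other tissues also had lower values after TAA, surface epithelium genes in 9 of 9 members (median -1.75; camera, adjusted p = 0.00182), crystallins in 12 of 12 (-1.31; adjusted p = 4.39e-08), adipocyte genes in 6 of 6 (-0.665; adjusted p = 0.000799), MHC class II genes in 6 of 6 (-0.673; adjusted p = 7.96e-06) and fibroblast genes in 9 of 11 (-0.289; adjusted p = 5.26e-05), but adjusted p = 0.463, 0.238, 0.283, 0.199 and 0.199 with an estimated correlation. Their means went from -1.749 to -1.102 for surface epithelium without Dex day 7 replicate 3 (adjusted p = 0.0709), from -1.204 to -0.723 for crystallins (adjusted p = 0.00866) and from -0.815 to -0.246 for adipocytes (adjusted p = 0.6) without Dex day 7 replicate 1, and from -0.553 to -0.357 for MHC class II (adjusted p = 0.00342) and from -0.365 to -0.216 for fibroblasts (adjusted p = 0.0165) without TAA day 7 replicate 1. At 1 month, 12 of 15 macrophage and microglia genes had a lower value after TAA, with a median of -0.47 (camera, adjusted p = 5.83e-10, but adjusted p = 0.377 with an estimated correlation); without TAA day 30 replicate 2 the mean log2 fold change of this list went from -0.404 to -0.16 (adjusted p = 0.00881). The doses differed, 10 μg of Dex and 25 μg of TAA, so that steroid and dose cannot be separated.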

Figures 1(a) and 1(b) represent Venn diagrams detailing the numbers of genes in each category per each time point for fold change (FC) ≥ 1.5 and *p* ≤ 0.05. 

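One gene passed limma's test after adjustment over all probe sets in the 4 comparisons with BSS: Saa3, an acute phase protein, rose after TAA at 1 week. At the study's thresholds, the genes with the largest positive log2 fold changes after Dex at 1 week whose arrays lay apart from the controls included Crym, a thyroid hormone binding protein (1.46 (SE 0.52)), C1qtnf3, a secreted C1q family protein (1.32 (SE 0.45)), the adhesion gene Pcdh17 (0.87 (SE 0.26)) and Fn1, which encodes fibronectin (0.76 (SE 0.27)). After TAA at 1 week they included Chil3, a chitinase-like protein of macrophages (2.28 (SE 0.54)), Mbd1 (1.01 (SE 0.18)) and the cholesterol synthesis enzyme Msmo1 (0.90 (SE 0.23)), and on the negative side Kera, a proteoglycan of the cornea (-1.91 (SE 0.54)), Myh3, an embryonic muscle myosin (-2.05 (SE 0.66)), and Fabp4, a fatty acid carrier of fat cells (-1.70). The study's thresholds were met by 47 probe sets after Dex at 1 week (13 higher, 34 lower), 204 after TAA at 1 week (57 higher, 147 lower), 215 after Dex at 1 month (85 higher, 130 lower) and 79 after TAA at 1 month (30 higher, 49 lower). After adjustment, limma gave 0, 1, 0 and 0 probe sets in the same order, and the methods' t-test gave 0 in each. At an unadjusted p of 0.05 or less limma gave 1004, 1774, 1910 and 1186, where 2255 are expected by chance. The methods' t-test gave 88 (76 higher), 143 (25 higher), 13 (8 higher) and 12 (6 higher) at the study's thresholds. Single arrays moved these counts: without BSS day 7 replicate 2 they were 204 for Dex and 637 for TAA at 1 week, without Dex day 7 replicate 1 the count for Dex at 1 week was 156, and without BSS day 30 replicate 2 they were 1764 for Dex and 1114 for TAA at 1 month. Without BSS day 30 replicate 1, the count for Dex at 1 month was 72. The mean of the rod photoreceptor genes was -1.144 on BSS day 30 replicate 2, beside 2.631 and 2.504 on replicates 1 and 3. Leaving out replicate 2 therefore kept the controls of that day with the higher rod values.  Between the steroids, 11 probe sets met the study's thresholds in the same direction at 1 week and 31 at 1 month, and 0 in opposite directions; independent lists of these sizes would share 0.13 and 0.2. Those at 1 week included the muscle genes Tnnt1 (log2 fold change -1.02 after Dex and -1.20 after TAA) and Myh3 (-1.66 and -2.05), and Sfrp4, a secreted inhibitor of Wnt signaling (-0.68 and -1.23). Those at 1 month included Edn3, an endothelin (0.65 and 0.73), Aldh1a2, an enzyme of retinoic acid synthesis (0.70 and 0.71), the growth factor receptor Egfr (0.67 and 0.67) and the transcription factor Vax2 (-1.18 and -0.88). Both comparisons use the same 3 BSS arrays. Simulated unchanged groups against shared controls had a median overlap of 22 over 100 draws (0 to 1056), with a median of 161 probe sets per list, so that neither overlap lay outside what shared controls alone gave; the lists compared here differ from those in size. The covariance of the log2 fold changes was 0.0216 at 1 week and 0.0252 at 1 month, beside a simulated median of 0.0241, and their correlation across probe sets was 0.559 and 0.692, beside 0.54. Probe sets are not independent replicates.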

A list of common genes and unique genes for each steroid/time point/regulation group is presented in Supplementary Tables S1–S6. The full lists of differentially expressed genes by ANOVA at *p* ≤ 0.01 and *p* ≤ 0.05, as well as *t*-tests −1.5 ≥ FC ≥ 1.5, *p* ≤ 0.05, can be found in the Supplementary Tables S7 and S8.

### 3.2. Biological Network and Pathway Analysis of Significantly Changed Genes

Biological networks and pathway analysis was performed utilizing Ingenuity Pathway Analysis (IPA) software to identify integral biological pathways that are commonly or uniquely affected by the steroids. Statistical analysis (ANOVA) of the entire 18-chip sample set identified 430 probe sets differentially expressed at *p* ≤ 0.01. From this data set the top candidate pathway affected was “Circadian Rhythm Signaling” (Figure 2). 

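Clock genes were the gene group with the largest share of members that differed among the 6 groups. Of 11 clock genes that cycle in antiphase to Arntl, 8 had a limma F-test p of 0.01 or less, as did 8 of 15 core clock genes and 4 of 5 genes that cycle in phase with Arntl. Against a background of 18194 genes, of which 240 passed, the Fisher's exact test gave adjusted p-values of 4.42e-12, 8.24e-11 and 1.66e-06. Of the other lists tested, skeletal muscle (4 of 32, adjusted p = 0.0054), interferon response (3 of 14, adjusted p = 0.0054) and fibroblast genes (2 of 11, adjusted p = 0.0499) passed, and rod photoreceptor genes did not (0 of 26). Several members of the clock lists are genes that the study picked on these arrays, so the counts are not independent evidence, and genes are not independent replicates. The clock genes differed by day of collection: of the 15 core genes, 10 passed the test of day 30 against day 7 adjusted over the list alone (3 higher, 7 lower; 8 over all genes) and 0 passed the F-test of treatment within a time point (smallest adjusted p = 0.243 over the list). Averaged over probe sets, the activators Arntl (1.03, SE 0.08) and Npas2 (0.89, SE 0.08) and their partner Clock (0.35, SE 0.05) were higher at day 30, and the repressors Per1 (-0.65, SE 0.10), Per2 (-0.52, SE 0.07), Nr1d1 (-0.59, SE 0.10) and Nr1d2 (-0.63, SE 0.07) and the output gene Dbp (-0.51, SE 0.09) were lower, all past the adjustment over all genes. The median absolute log2 difference of the core genes was 0.35 between days, against 0.12 for Dex and 0.13 for TAA at 1 week and 0.066 for each steroid at 1 month.

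**Figure D1:**
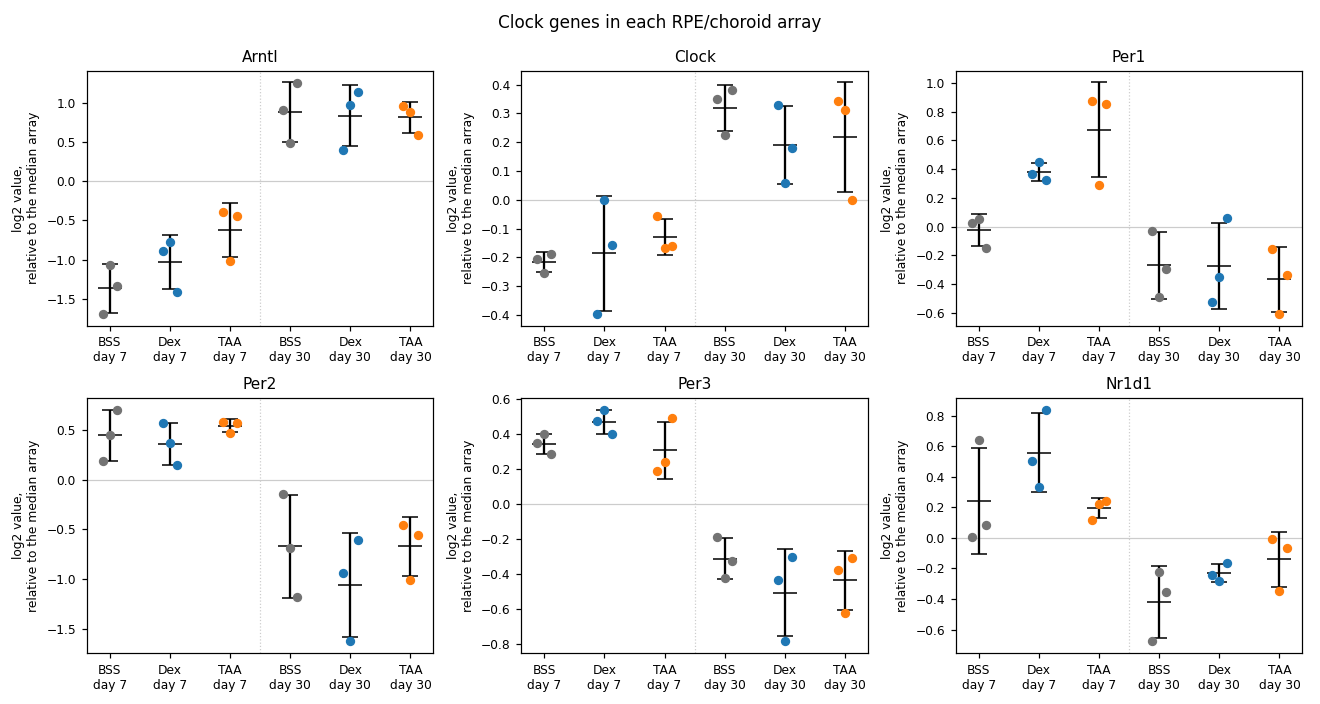
Centred log2 expression of Arntl, Clock, Per1, Per2, Per3 and Nr1d1 on each array, by group of treatment and day. Points are single arrays, 3 per group, and black bars show the mean ± SD. Arntl stood higher and Per1, Per2, Per3 and Nr1d1 lower on the day 30 arrays, as in the log2 fold change of 1.85 for Arntl between the days.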

An ANOVA with more relaxed criteria of *p* ≤ 0.05 also yielded “Circadian Rhythm Signaling” as top dysregulated pathway (analysis not shown).  Figure 3 represents the canonical IPA pathway “Circadian Rhythm Signaling.” In Figure 4 the circadian rhythm signaling pathway is overlaid with expression data from each of the time point/steroid combinations.

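In limma's F-test over the 6 groups, 2 of the 11 probe sets of Table 1 passed after adjustment over all probe sets: Arntl (adjusted p = 0.00332), the activator at the center of the clock, and Per3 (adjusted p = 0.00705), one of its repressors. Per2 had an adjusted p of 0.0821 and Per1 of 0.173, both repressors that cycle against Arntl. Clock, the partner of Arntl, had an adjusted p of 0.325 and Nr1d1, which represses Arntl transcription, of 0.303. For the repressors Cry2 (0.942) and Bhlhe40 (0.865), the kinase Csnk1d (0.821) and the glutamate receptor genes Grin2c (0.946) and Grina (0.974) the adjusted p was larger. The methods' one-way analysis of variance gave p-values equal to those of Table 1, to the digits printed there, for 11 of the 11 probe sets.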

Table 1 lists the genes that were identified by IPA analysis as key members of the pathway and their *p* values. Mammalian circadian clock generates molecular circadian rhythm through coupled transcription/translation feedback loops which involves core clock genes: Period (Per) 1 and Per 2, cryptochrome (Cry) 1 and Cry 2, Clock, and Aryl hydrocarbon receptor nuclear translocator-like (Arntl or Bmal1) genes. Recently, it has been shown that the transcription factor Npas2 (Mop4) has been able to functionally substitute for Clock in the mouse forebrain, thus adding the total number to 7 genes [15]. The circadian rhythm generation is tissue specific, and changes of the rate of transcription of mRNAs or the stability of Per and Cry proteins affect clock speed. Prokineticin receptor 1 (Prokr1), with an alternative name EG-VEGFR1, is a 7-transmembrane receptor protein from rhodopsin family, an antiapoptotic gene, involved in the signaling pathway in neovascularization [16]. The glutamate receptors (i.e., Grik1, Grm7, and Grin) are the predominant excitatory neurotransmitter receptors in the mammalian brain. Light sets off pacemakers mediated by glutamate (Glu), leading to glutamate receptor activation. Of note is that most of the clock proteins have been reported to be localized in both the nucleus and cytoplasm [17, 18]. 

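After Dex at 1 week, none of the clock or glutamate receptor genes passed limma's test over all probe sets (adjusted p = 1 for each). Their values are given with limma's SE for 3 arrays against 3, which pools the spread of all groups. The log2 fold change against BSS was 0.40 (SE 0.18) for Per1, 0.34 (SE 0.25) for Arntl and 0.32 (SE 0.17) for Nr1d1, and 0.13 (SE 0.12) for Per3, 0.032 (SE 0.11) for Clock, 0.049 (SE 0.18) for Cry1 and 0.17 (SE 0.12) for Cry2. The repressor Per2 had -0.084 (SE 0.26) and the prokineticin receptor Prokr1 -0.12 (SE 0.18). Among glutamate receptors, the kainate receptor Grik1 stood at -0.39 ± 0.14 after Dex and 0.55 ± 0.13 after BSS, a log2 fold change of -0.94 (SE 0.28). Grin2c, an NMDA receptor subunit, had -0.37 (SE 0.09) and was lower when adjusted over the glutamate receptor list alone (adjusted p = 0.0307), while the metabotropic receptor Grm7 had 0.34 (SE 0.24). As a group, 13 of 15 core clock genes had positive log2 fold changes, with a median of 0.069; 0 passed over all genes and 0 adjusted over the list alone (camera, adjusted p = 0.0131, but adjusted p = 0.649 with an estimated correlation), and the mean went from 0.113 to 0.065 without BSS day 7 replicate 1 (adjusted p = 0.238). The 29 glutamate receptor genes had a median of 0.015 (camera, adjusted p = 0.799), while the 26 rod photoreceptor genes on the same arrays had a median of 1.58.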

At Dex 1 week postinjection Per1, Per3, Arntl, Clock, Cry, and Grm7 were upregulated, while Per2, Grik1, Grin, and Prokr were downregulated (Figure 4(a)). 

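After TAA at 1 week, Arntl stood at -0.62 ± 0.34 against -1.37 ± 0.32 after BSS, a log2 fold change of 0.75 (SE 0.25), and Per1, a clock repressor that glucocorticoids also induce, had 0.695 (SE 0.18). Neither passed over all probe sets (adjusted p = 0.996), but as means of their probe sets both were higher when adjusted over the core clock list alone (adjusted p = 0.0189 each). Of the 15 core clock genes, 11 had positive log2 fold changes with a median of 0.073; 0 passed over all genes and 2 adjusted over the list alone (camera, adjusted p = 0.00104, but adjusted p = 0.178 with an estimated correlation). The list holds genes that the study picked on these arrays, so this count is not independent evidence. Clock had 0.088 (SE 0.11), Cry1 0.34 (SE 0.18), Cry2 0.24 (SE 0.12) and Per3 -0.036 (SE 0.12). The prokineticin receptor Prokr1 had -0.76 (SE 0.18), the kainate receptor Grik1 -0.535 (SE 0.28), Grm7 -0.33 (SE 0.24), Grin2c -0.20 (SE 0.09) and Grina, a glutamate receptor associated protein, 0.06 (SE 0.11). The 29 glutamate receptor genes had a median of 0.028 (camera, adjusted p = 0.972).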

Treatment with TAA 1 week postinjection resulted in Per1, Arntl, and Clock upregulated, while Grik1, Grm7, Prokr, and partially Grin were downregulated (Figure 4(b)). At Dex 1 month postinjection most of these genes were downregulated, except Arntl, which was still upregulated (Figure 4(c)), while with TAA 1 month postinjection most of the genes were downregulated except Per2, which was still upregulated (Figure 4(d)).

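At 1 month no clock gene passed limma's test after Dex (adjusted p = 0.999) or TAA (adjusted p = 1), over all genes or adjusted over the list alone. The log2 fold change of Arntl against BSS was -0.045 after Dex and -0.069 after TAA (SE 0.25), and that of Per2 was -0.39 after Dex and -0.0015 after TAA (SE 0.26). Clock had -0.13 and -0.10 (SE 0.11), Cry1 -0.28 and -0.20 (SE 0.18), Cry2 -0.22 and -0.13 (SE 0.12) and Per3 -0.19 and -0.12 (SE 0.12), in the order Dex and TAA. The repressor Nr1d1 had 0.19 and 0.28 (SE 0.17), and Prokr1 -0.22 and -0.25 (SE 0.18). Of the 15 core clock genes, 8 had negative values after Dex, with a median of -0.001 (camera, adjusted p = 0.489), and 9 after TAA, with a median of -0.054 (camera, adjusted p = 0.352). The kainate receptor Grik1 had -0.87 after Dex and -0.50 after TAA (SE 0.28).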

Molecular timekeeping in cells is synchronized and sustained by interneuronal neuropeptidergic signals. Genes do not work alone, but in an intricate network of interactions. Ingenuity Pathway Analysis is a hypothesis generating tool that helps interpret the data in the context of biological processes, pathways, and networks. While each gene can be interpreted as a one-dimensional representation of data, we can think of a pathway (linked list of interconnected genes) as a two-dimensional representation of data, while gene networks represent a multidimensional representation of the data.  Figure 5 is the multidimensional representation of connections between circadian rhythm pathway with glucocorticoid, dopamine, calcium, GABA, glutamate, and VEGF signaling pathways via common genes or molecules. Because of that interdependence, regulatory changes in one pathway can reflect in many others, in this case, neurotransmitter signaling pathways, causing widespread consequences, some of which are discussed in Section 4.

### 3.3. Candidate Genes and Pathways in RPE/Choroid Induced by Steroids

An alternative analysis by Volcano plot in GeneSpring (−1.5 ≥ FC ≥ 1.5, *p* ≤ 0.05) taking into account only genes that have the highest fold change was done for each steroid/time point to identify additional signaling pathways unique for each steroid/time point. In this section are highlighted changes in gene expression of genes of interest for ophthalmic diseases, neurodegeneration and neuroprotection, and related signal transduction pathways. The top 6 relevant canonical pathways for each time point with the significance of representation identified by IPA are presented in Figures 6(a)–6(d). Gene expression changes unique to each steroid are presented at each time point.

### 3.4. Genes Unique for Dex Week 1 Postinjection

The most affected pathway for Dex 1 week postinjection was “Phototransduction Pathway” (Figure 6(a)). The top 16 genes with altered expression in this group are all involved in visual perception and phototransduction. Most of these genes were upregulated compared to controls (Snap25, Sag, Rho, Cnga1, Gnat1, Rcvrn, Neurod1, Pde6g, Guca1a, Cacna2d4, Pde6b, Tulp1, Fscn2, Rdh12, and Olfm3), and one (Grik1) was downregulated (Table S1).

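Genes of rod phototransduction had higher values in the Dex arrays at 1 week, with a wide spread between arrays. Sag, which encodes the arrestin that quenches rhodopsin, stood at 1.58 ± 1.68 after Dex and -1.33 ± 0.66 after BSS, a log2 fold change of 2.91 (SE 1.78). The rod transducin Gnat1 had 2.81 (SE 1.86), the cyclic nucleotide channel Cnga1 2.86 (SE 1.98), the calcium sensor Rcvrn 2.79 (SE 1.87), the phosphodiesterase subunits Pde6b 2.29 (SE 1.75) and Pde6g 1.65 (SE 1.32), and the guanylate cyclase activator Guca1a 2.15 (SE 1.69). The transcription factor Neurod1 had 2.68 (SE 1.68), the calcium channel subunit Cacna2d4 2.08 (SE 1.41), Tulp1 1.62 (SE 1.35), the actin-bundling gene Fscn2 1.60 (SE 1.33), the retinol dehydrogenase Rdh12 1.36 (SE 1.19) and Olfm3 1.04 (SE 0.94). Of 26 rod photoreceptor genes measured, 26 had positive log2 fold changes with a median of 1.58, but 0 passed over all genes and 0 adjusted over the list alone (camera, adjusted p = 6.22e-07, but adjusted p = 0.851 with an estimated correlation). At an unadjusted p of 0.05 or less 1004 probe sets stood in this comparison. The list was partly chosen from genes that the study picked on these arrays, so its count is not independent evidence. The mean rod score was 0.076 ± 0.96 on the Dex arrays and -1.445 ± 0.27 on the BSS arrays of that week, and it ranged from -1.14 to 2.63 among the 3 BSS arrays of 1 month. Of the total variance of the rod score, 71.6% lay between arrays of one group. Bipolar cell genes, markers of the inner retina, had a median of 0.077 with 5 of 8 positive (camera, adjusted p = 0.581), other inner retinal neuron genes a median of 0.17 with 15 of 18 positive (camera, adjusted p = 0.0131, but adjusted p = 0.851 with an estimated correlation and 0.0802 without Dex day 7 replicate 2), and cone photoreceptor genes a median of 0.18 (camera, adjusted p = 0.222).

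**Figure D2:**
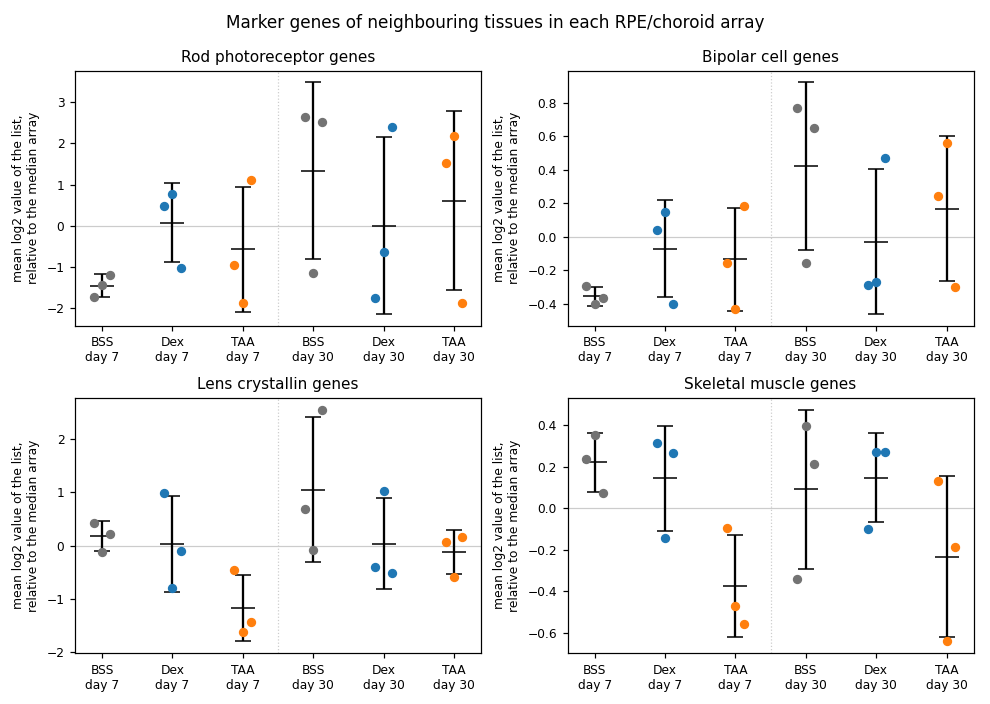
Mean centred log2 value of rod photoreceptor, bipolar cell, lens crystallin and skeletal muscle marker genes on each array, by group of treatment and day. Points are single arrays, 3 per group, and black bars show the mean ± SD. Rod scores of the BSS arrays at day 30 spread from -1.144 to 2.631, wider than the distance between the group means at day 7.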

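Snap25 encodes a SNARE protein that drives the fusion of synaptic vesicles. On the 3 Dex arrays at 1 week it stood at 1.52 ± 2.17 and on the 3 BSS arrays at -2.15 ± 0.34 (log2, centred), a log2 fold change of 3.67 (SE 1.98) and a fold change of 12.73 that did not pass limma's test (adjusted p = 1). The log2 fold change after TAA at 1 week was 2.43, after Dex at 1 month -2.36 and after TAA at 1 month -0.98, each with the same SE. The difference between 1 month and 1 week in the effect of Dex was -6.03 (SE 2.80, adjusted p = 1).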

The most upregulated gene in Dex 1 week postinjection was Snap25 with a fold change of 12.73. This protein is regulated by optineurin, a pathogenic gene associated with primary open angle glaucoma (POAG) [19].

### 3.5. Genes Unique for TAA Week 1 Postinjection

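Skeletal muscle genes, several of which take part in calcium release, had lower values after TAA at 1 week than after BSS. Of 32 skeletal muscle genes, 32 had negative log2 fold changes with a median of -0.60; 0 passed over all genes and 13 were lower when adjusted over the list alone (camera, adjusted p = 3.92e-23, but adjusted p = 0.178 with an estimated correlation). Adjusted over the list alone, the actin-binding regulator Abra fell by 1.27 (SE 0.31, adjusted p = 0.0136), the fast myosin Myh2 fell by 1.19 (SE 0.30, adjusted p = 0.0136), the myosin light chain Myl1 fell by 0.98 (SE 0.30, adjusted p = 0.0208) and the stretch-responsive gene Smpx fell by 0.98 (SE 0.34, adjusted p = 0.0333). Of 39 genes of calcium signaling, 26 had negative values with a median of -0.096, among them the muscle calcium release channel Ryr1 (-0.39); 0 passed over all genes and 0 adjusted over the list alone (camera, adjusted p = 0.00102, but adjusted p = 0.178 with an estimated correlation). Calcium genes without those of striated muscle had a median of -0.007, with 9 of 19 positive (camera, adjusted p = 0.522). The muscle and calcium lists hold genes that the study picked on these arrays, so the counts are not independent evidence. The muscle score stood at 0.22 ± 0.14 on the BSS arrays and -0.37 ± 0.25 on the TAA arrays of 1 week.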

The most affected pathway for TAA in week 1 postinjection was Ca^++^ signaling pathway (Figure 6(b)). Ca^++^ signaling has a role in neurotransmitter signaling, molecular transport, and vitamin and mineral metabolism. Modulation of migration and Ca^++^ signaling in retinal pigment epithelium cells has been observed as an initial step of proliferative vitreoretinopathy [20] and in angiotensin mediated Ca^++^ signaling during pathologic neovascularization and inflammation [21]. 

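Of the genes of this group named here, 0 passed limma's test of TAA against BSS at 1 week over all probe sets (adjusted p = 0.996; 1774 probe sets had an unadjusted p of 0.05 or less in this comparison). Chrna1, the α subunit of the muscle nicotinic acetylcholine receptor, had -0.71 (SE 0.20). Trdn, which encodes triadin of the calcium release complex, stood at -0.70 ± 0.37 after TAA and 0.37 ± 0.23 after BSS, a log2 fold change of -1.06 (SE 0.36). Asph, aspartate-beta-hydroxylase, had -0.90 (SE 0.23) at the probe set with the paper's fold change and 0.40 (SE 0.53) at another, while the log2 fold change was -1.17 (SE 0.31) for the prostaglandin E receptor Ptger3 and -1.36 (SE 0.59) for sarcolipin (Sln), an inhibitor of the calcium pump of muscle. The chemokine Ccl28 had a positive log2 fold change of 0.64 (SE 0.20), from -0.40 ± 0.14 after BSS to 0.25 ± 0.16 after TAA.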

The genes involved in Ca^++^ signaling that were affected were nAchR, nicotinic acetylcholine receptor, which was downregulated, Ccl28, chemokine (FC = −1.56), Trdn, triadin (FC = −2.09), Asph, aspartate-beta-hydroxylase (FC = −1.87), Ptger3, prostaglandin E receptor 3 (FC = −2.25), SLN, and sarcolipin (FC = −2.56).

Interestingly, the most upregulated gene was Lcn2, lipocalin 2, an innate immunity protein, with a role in cellular response to oxidative stress, drug insult, IL-1 response, and TNF-alpha response (FC = 19.3). 

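Saa3, an acute phase protein, was the gene that rose after TAA at 1 week past the adjustment over all probe sets. It stood at 2.50 ± 0.51 on the 3 TAA arrays and -0.15 ± 0.32 on the 3 BSS arrays, a log2 fold change of 2.64 (SE 0.30) (adjusted p = 0.00836), and higher on 3 of 3 TAA arrays. Lcn2, which encodes the iron-carrier binding protein lipocalin 2, stood at 2.52 ± 0.46 after TAA and -1.75 ± 0.10 after BSS, a log2 fold change of 4.27 (SE 1.62) and a fold change of 19.32, which did not pass (adjusted p = 0.996). That SE pools the spread of all groups, and Lcn2 spread more widely in others. At day 30 it ranged from -1.655 to 4.615 on the BSS arrays and from -1.79 to 4.888 on the Dex arrays. The test result of Lcn2 therefore depends in part on arrays outside the comparison. Chil3, a chitinase-like protein of macrophages, had 2.28 (SE 0.54) and the complement factor Cfi 1.00. After Dex at 1 week Saa3 had 0.62 (SE 0.30) and Lcn2 2.02 (SE 1.62). Lcn2 stood at 2.494 on Dex day 7 replicate 2, beside -0.847 and -0.835 on replicates 1 and 3. On the same Dex arrays 14 of 17 acute phase genes were positive with a median of 0.083 (camera, adjusted p = 0.0148, but adjusted p = 0.649 with an estimated correlation). Their mean went from 0.35 to 0.206 without Dex day 7 replicate 2 (adjusted p = 0.229). Of 17 acute phase genes, 13 had positive log2 fold changes after TAA with a median of 0.19; 1 passed over all genes and 1 adjusted over the list alone, both Saa3 (camera, adjusted p = 0.000172, but adjusted p = 0.178 with an estimated correlation). The list was partly chosen from genes that the study picked on these arrays, so its count is not independent evidence. The call of Saa3 was lost without BSS day 7 replicate 2 or 3 or TAA day 7 replicate 1 or 3 (adjusted p between 0.0547 and 0.105), with log2 fold changes between 2.47 and 2.93 when single arrays were left out. It was also lost with a trended and robust prior, with limma on the 9 arrays of 1 week alone and with the methods' t-test.

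**Figure D3:**
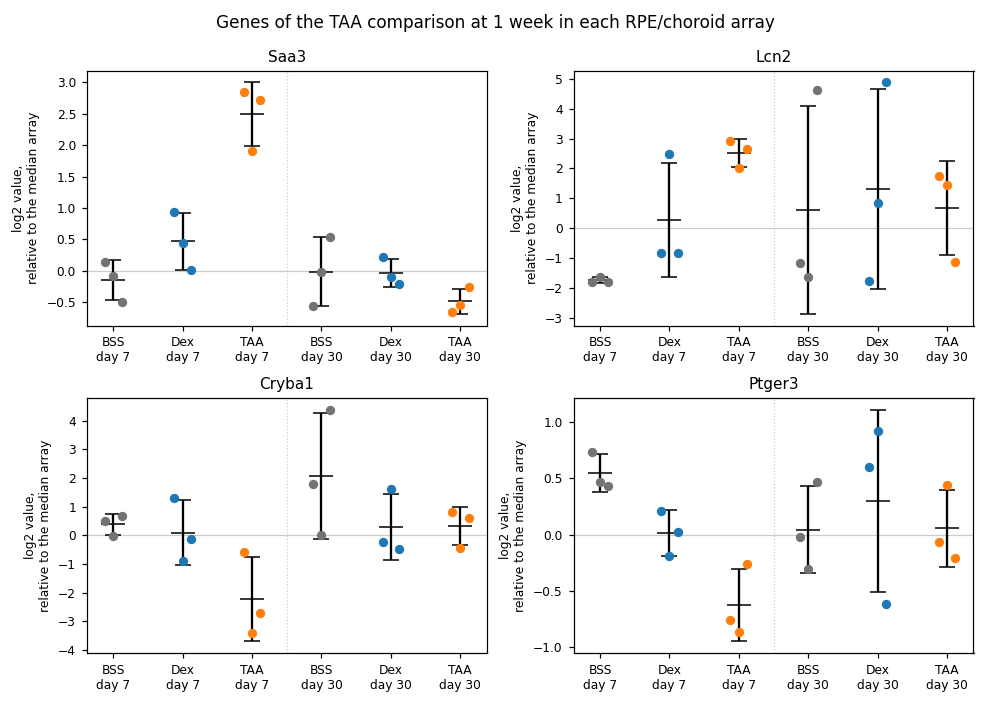
Centred log2 expression of Saa3, Lcn2, Cryba1 and Ptger3 on each array, by group of treatment and day. Points are single arrays, 3 per group, and black bars show the mean ± SD. At day 7 Saa3 lay at 2.50 ± 0.51 on the TAA arrays and at -0.15 ± 0.32 on the BSS arrays.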

The most downregulated ones were crystallins (Cryba1, Crygs and Crybb2, Cryaa, Cryba4, Crygb, and Crygc), genes whose protein products play a role in development of the eye, in visual perception, and have a role as heat-shock proteins (Table S2). It shows that expression of signal transduction genes was influenced by TAA. 

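The crystallins, the main proteins of the lens, had the lowest median log2 fold change of the 34 gene lists after TAA at 1 week; their mean was -1.35, and that of surface epithelium genes -1.51, or -0.874 (adjusted p = 0.194) without BSS day 7 replicate 1. Cryba1 had a log2 fold change of -2.61 (SE 0.94), Crygs -2.38 (SE 0.88), Crybb2 -1.88 (SE 0.78), Crygd -1.87 (SE 0.83), Cryaa -1.47 (SE 0.83) and Cryba4 -1.36 (SE 0.61). Of 12 crystallin genes, 12 had negative values with a median of -1.35, but 0 passed over all genes and 0 adjusted over the list alone (camera, adjusted p = 3.82e-09, but adjusted p = 0.178 with an estimated correlation). The study picked several of these genes on the same arrays, so the count is not independent evidence. Lens fibre genes other than crystallins had a median of -0.066, with 2 of 9 positive (camera, adjusted p = 0.378), among them the filament gene Bfsp1 (-0.61) and the water channel Mip (-0.23). The crystallin score was -1.17 ± 0.63 on the TAA arrays and 0.18 ± 0.28 on the BSS arrays of 1 week. Surface epithelium genes, which the cornea and conjunctiva express, had a median of -1.12 with 9 of 9 negative (camera, adjusted p = 0.0118, but adjusted p = 0.696 with an estimated correlation), and adipocyte genes one of -0.82 with 6 of 6 negative (camera, adjusted p = 2.47e-05, but adjusted p = 0.178 with an estimated correlation), with a mean of -0.974 that went to -0.622 without BSS day 7 replicate 2 (adjusted p = 0.0265). At 1 month the crystallin list had a median of -1.21 after Dex and -1.33 after TAA, with 12 of 12 members negative in each (camera, adjusted p = 2.05e-05 and 6.08e-09, but adjusted p = 0.365 and 0.484 with an estimated correlation). These values depended largely on BSS day 30 replicate 3, whose crystallin score was 2.556 beside 0.684 and -0.091 on the other BSS arrays of that day: without it the mean log2 fold change went from -1.011 to -0.258 after Dex (adjusted p = 0.247) and from -1.172 to -0.419 after TAA (adjusted p = 0.0348).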

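The signal transduction genes below had fold changes beyond 1.5 in either direction after TAA at 1 week, and 0 of them passed limma's test over all probe sets (adjusted p = 0.996, with 1774 probe sets at an unadjusted p of 0.05 or less). Arrdc2, an arrestin-domain gene, had a log2 fold change of 0.63 (SE 0.17) and was higher when adjusted over the glucocorticoid response list alone (adjusted p = 0.03). Gnb3, a G protein subunit of cones and bipolar cells, had 1.22 (SE 1.06). On the negative side were Dpp4, a dipeptidyl peptidase (-0.66 (SE 0.28)), the interferon-induced gene Ifi204 (-0.86 (SE 0.22)), Murc (Cavin4), a caveolar protein of muscle (-0.65 (SE 0.29)), the endocytic scaffold Itsn1 (-0.64 (SE 0.34)) and Ddit4l, an inhibitor of mTOR signaling (-0.72 (SE 0.25)). Of 24 glucocorticoid response genes, 21 had positive values with a median of 0.19; 0 passed over all genes and 2 were higher when adjusted over the list alone, Per1 and Arrdc2 (camera, adjusted p = 1.24e-07, but adjusted p = 0.178 with an estimated correlation). Of 14 interferon response genes, 13 had negative values with a median of -0.175, and 1, Ifi204, was lower when adjusted over the list alone (adjusted p = 0.0231); 0 passed over all genes (camera, adjusted p = 0.000664, but adjusted p = 0.328 with an estimated correlation). MHC class II genes, which present antigen, had a median of -0.48 with 6 of 6 negative (camera, adjusted p = 0.000148, but adjusted p = 0.185 with an estimated correlation), among them H2-Aa (-0.69) and H2-Eb1 (-0.54). Without TAA day 7 replicate 1 the mean of the glucocorticoid response list went from 0.252 to 0.156 (adjusted p = 0.00657) and that of the MHC class II list from -0.455 to -0.258 (adjusted p = 0.0266).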

The genes Arntl, Per1, Gnb3, and Arrdc2 were upregulated (FC = 1.55–2.33), while Abra, Ptger3, Dpp4, Chrna1, Ifi204, Murc, Itsn1, Prokr1, and Ddit4l were downregulated (FC = −2.42 to −1.56).

### 3.6. Common Genes for Dex and TAA at 1 Week Postinjection

Only three genes were found in common for both Dex and TAA: Myh8, Tpm3, identified as self-antigen in patients with Behcet's disease with posterior uveitis [22], and Elov1, with a role in fatty acid biosynthesis. 

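The genes found in common at 1 week are mostly of striated muscle. Myh8, a perinatal muscle myosin, had a log2 fold change of -0.88 (SE 0.26) after Dex and -0.93 (SE 0.26) after TAA. Tpm3, a tropomyosin of slow muscle, had -1.76 (SE 0.43) and -1.55, and Elovl1, an enzyme of fatty acid elongation, -0.59 (SE 0.38) and -0.62. None of the 3 passed limma's test over all probe sets (adjusted p = 1 after Dex and 0.996 after TAA). At the study's thresholds the methods' t-test gave 4 genes in common, Tnnt2, Myh8, Elovl1 and Tpm3, and Tnnt2, a troponin of striated muscle, had -0.65 after Dex and -0.65 after TAA. As a group, 32 skeletal muscle genes had a median of -0.025 after Dex (camera, adjusted p = 0.222).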

All were downregulated (FC = −1.50 to −3.39) (Table S3).

### 3.7. Unique Genes for Dex at 1 Month Postinjection

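At 1 month after Dex, genes of vessel walls had higher values and genes of the neural retina lower ones than after BSS. Of 14 smooth muscle and pericyte genes, 13 had positive log2 fold changes with a median of 0.39; 0 passed over all genes and 6 were higher when adjusted over the list alone (camera, adjusted p = 1.5e-09, but adjusted p = 0.264 with an estimated correlation). Adjusted over the list alone, the actin-binding gene Cnn1 rose by 0.91 (SE 0.30), the myosin light chain Myl9 by 0.89 (SE 0.28), the smooth muscle myosin Myh11 by 0.80 (SE 0.26) and Smtn, which encodes smoothelin, by 0.75 (SE 0.27), each with an adjusted p of 0.0366. Of 15 endothelium genes, 15 had positive values with a median of 0.36 (camera, adjusted p = 4e-08, but adjusted p = 0.323 with an estimated correlation), and their mean of 0.374 went to 0.172 without BSS day 30 replicate 1 (adjusted p = 0.00155). Endothelium scores were -0.668, 0.246 and -0.372 on BSS replicates 1, 2 and 3, where rod scores were 2.631, -1.144 and 2.504. The Dex arrays had endothelium scores of 0.103, 0.058 and 0.167, below BSS replicate 2. In both lists the difference thus came from BSS replicates 1 and 3. Smooth muscle and pericyte scores were at most -0.149 on the BSS arrays and at least -0.036 on the Dex arrays. Rod photoreceptor genes had a median of -1.295 with 26 of 26 negative (camera, adjusted p = 5.99e-07, but adjusted p = 0.49 with an estimated correlation) and inner retinal neuron genes one of -0.37 with 17 of 18 negative (camera, adjusted p = 7.49e-09, but adjusted p = 0.323 with an estimated correlation), whose mean went from -0.648 to -0.387 without BSS day 30 replicate 3 (adjusted p = 4.71e-05). Among single genes with arrays apart from the controls were the Hedgehog effector Gli1 (0.83), the coagulation inhibitor Tfpi (0.77), the transcription factor Vax2 (-1.18 (SE 0.29)), the blue cone opsin Opn1sw (-1.03 (SE 0.36)), the lymphatic marker Lyve1 (-0.80 (SE 0.25)) and the potassium channel Kcnd2 (-0.76). None passed limma's test over all probe sets (smallest adjusted p = 0.999, with 1910 probe sets at an unadjusted p of 0.05 or less and 0 by the methods' t-test after adjustment). Without BSS day 30 replicate 2, 41 probe sets passed, and without Dex day 30 replicate 1 the mean of the rod list went from -1.325 to -0.45 (adjusted p = 0.0995). For Opn1sw the BSS arrays ranged from 0.152 to 2.312, so its value depends in part on the highest of them.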

Ten genes had significantly altered expression following Dex at 1 month postinjection (Table S4). 

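Slc18a2 encodes the vesicular transporter that loads monoamines into synaptic vesicles. At 1 month it stood at 0.21 ± 0.09 on the Dex arrays and -0.57 ± 0.39 on the BSS arrays, a log2 fold change of 0.77 (SE 0.25) that did not pass limma's test (adjusted p = 0.999). After TAA at 1 month it had 0.35, and the TAA minus Dex difference was -0.42 (95% interval -0.95 to 0.11). At 1 week it had -0.10 after Dex. Of 29 genes of serotonin and dopamine signaling, 20 had negative values after Dex at 1 month with a median of -0.083; 0 passed over all genes and 0 adjusted over the list alone (camera, adjusted p = 0.00581, but adjusted p = 0.264 with an estimated correlation), and the mean went from -0.108 to -0.064 without BSS day 30 replicate 1 (adjusted p = 0.0464).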

One of the upregulated genes was Slc18a2, a solute carrier with a role in neurotransmitter transport, as well as Serotonin and Dopamine Receptor Signaling [23, 24]. The second gene was Foxs1, a member of the Notch signaling pathway, which has a role in vasculogenesis, as well as insulin receptor and VEGF receptor signaling [25]. 

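Foxs1, a forkhead transcription factor of vessel walls, had a log2 fold change of 0.79 (SE 0.17) after Dex at 1 month, from -0.015 ± 0.31 on the BSS arrays to 0.78 ± 0.32 on the Dex arrays (adjusted p = 0.999). After TAA at 1 month it had 0.445, and at 1 week -0.15 after Dex. Over both steroids and BSS it rose from day 7 to day 30 by 0.61 (SE 0.10, adjusted p = 0.0151), with a difference of 0.13 (SE 0.17) on the BSS arrays, 1.07 on the Dex arrays and 0.64 on the TAA arrays. Of 16 genes of VEGF signaling and angiogenesis, 15 had positive values after Dex at 1 month with a median of 0.29, while Vegfa, the growth factor itself, had -0.28; 0 passed over all genes and 0 adjusted over the list alone (camera, adjusted p = 0.00019, but adjusted p = 0.323 with an estimated correlation), and the mean went from 0.272 to 0.135 without BSS day 30 replicate 1 (adjusted p = 0.0324). At 1 month after TAA the list had a median of 0.18 (camera, adjusted p = 0.0108, but adjusted p = 0.505 with an estimated correlation), and its mean went from 0.171 to 0.034 without the same array (adjusted p = 0.701). Fibroblast genes had a median of 0.31 after Dex, with 10 of 11 positive (camera, adjusted p = 0.000453, but adjusted p = 0.323 with an estimated correlation), and a mean that went from 0.288 to 0.156 without BSS day 30 replicate 1 (adjusted p = 0.0215).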

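Nsg2 encodes an endosomal protein of neurons. At 1 month it stood at 0.036 ± 0.33 on the Dex arrays and 0.96 ± 0.44 on the BSS arrays, a log2 fold change of -0.93 (SE 0.24) (adjusted p = 0.999). After TAA it had -0.70, and at 1 week 0.048 after Dex and 0.10 after TAA. Other neuronal genes with negative log2 fold changes on the same Dex arrays were the adhesion gene Pcdh17 (-0.76), the G protein regulator Rgs17 (-0.71) and the synaptic scaffold Homer1 (-0.89). The value of Pcdh17 is from another probe set than its positive value after Dex at 1 week. Bipolar cell genes had a median of -0.33 with 7 of 8 negative (camera, adjusted p = 0.00209, but adjusted p = 0.365 with an estimated correlation), and their mean went from -0.449 to -0.276 without BSS day 30 replicate 1 (adjusted p = 0.0754).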

Downregulated was Nsg2, neuron specific gene, part of the Dopamine Receptor Signaling pathway.

### 3.8. Unique Genes for TAA at 1 Month Postinjection

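At 1 month after TAA, the metabotropic glutamate receptor Grm7 had a log2 fold change of -0.75 (SE 0.24) at a single probe set, from 0.65 ± 0.36 on the BSS arrays to -0.10 ± 0.25 on the TAA arrays (adjusted p = 1). Arpp21, a phosphoprotein of neurons, had -0.67 (SE 0.12), the fast muscle myosin Myh2 -0.95 (SE 0.30), and the crystallins Crygd -1.93 (SE 0.83) and Crygb -1.64 (SE 0.65). The BSS arrays ranged from 0.008 to 3.066 for Crygd and from 0.312 to 2.63 for Crygb. The values of both crystallins therefore depend in part on the highest BSS array. Positive values were found for Egfr (0.67 (SE 0.19)), the Hedgehog effector Gli3 (0.61), the matrix protease Adamts9 (0.60 (SE 0.18)) and the smooth muscle genes Myl9 (0.87) and Smtn (0.64). Of 15 macrophage and microglia genes, 15 had negative values with a median of -0.23 (camera, adjusted p = 0.000155, but adjusted p = 0.484 with an estimated correlation). Of 32 skeletal muscle genes, 32 had negative values with a median of -0.30 (camera, adjusted p = 7.46e-10, but adjusted p = 0.484 with an estimated correlation). In both lists 0 members passed over all genes and 0 adjusted over the list alone. Other lists called with negative means included rod (-0.725), cone (-0.432), bipolar cell (-0.252), inner retinal neuron (-0.345) and MHC class II genes (-0.376). Each of these lost the call without 1 array, and 0 lists passed with an estimated correlation. Positive means were called for smooth muscle and pericyte, endothelium, fibroblast, glucocorticoid response and VEGF genes. Without BSS day 30 replicate 1 the mean went from 0.228 to 0.027 for endothelium and from 0.205 to 0.073 for fibroblast genes. It went from 0.127 to 0.056 for glucocorticoid response and from 0.171 to 0.034 for VEGF genes. Each of these lists lost the call (camera, adjusted p between 0.198 and 0.719). Smooth muscle and pericyte genes kept it, with a mean that went from 0.375 to 0.214 (adjusted p = 0.0145). limma gave 0 probe sets after adjustment, as did the methods' t-test, and 1186 at an unadjusted p of 0.05 or less; without BSS day 30 replicate 2 limma gave 3, and without TAA day 30 replicate 2 the mean log2 fold change went from -0.247 to -0.003 for the macrophage list (adjusted p = 0.867) and from -0.324 to -0.12 for the muscle list (adjusted p = 0.0165).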

There were eight affected genes in this group (Table S5), the most interesting being the downregulation of glutamate receptor Grm7. This receptor has a role in neuroprotection, synaptic transmission, and regulation of Ca^++^ ion transport via voltage gated Ca^++^ channel activity.

### 3.9. Common Genes for Dex and TAA at 1 Month Postinjection

As a general observation and contrary to the data of steroid effects in the retina [9], there were far fewer genes with an altered expression at 1 month than at 1 week postinjection.

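For TAA, 204 probe sets met the study's thresholds at 1 week and 79 at 1 month; for Dex, 47 met them at 1 week and 215 at 1 month, where the methods' t-test gave 88 and 13. Of the genes that met them after TAA, 9 probe sets did so at both times in the same direction and 1 in opposite directions; for Dex these counts were 2 and 1. The log2 fold changes of the 2 times correlated across probe sets at -0.149 for TAA and -0.254 for Dex; probe sets are not independent replicates. The test of the difference between 1 month and 1 week in the effect of a steroid gave 0 probe sets after adjustment for Dex (smallest adjusted p = 1, with 1339 at an unadjusted p of 0.05 or less) and 0 for TAA (smallest adjusted p = 0.082, for Saa3, with 1366); re-normalized arrays gave 1 for TAA. For Saa3 this difference was -3.12 (SE 0.42), for Lcn2 -4.185 (SE 2.29) and for Per1 -0.79 (SE 0.25) after TAA. For Grm7 it was -1.31 (SE 0.34) and for Foxs1 0.94 (SE 0.24) after Dex. The median SD of a probe set within a group was 0.132, 0.119 and 0.109 at day 7 for BSS, Dex and TAA, and 0.16, 0.167 and 0.133 at day 30.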

Only one gene was common for both steroids after a *t*-test with FC = 1.5, *p* < 0.05 (Table S6). That gene was Fibrillin2 (Fbn2), an extracellular matrix constituent, with Ca^++^ ion binding capabilities, mildly upregulated for both steroids (FC = 1.5–1.6).

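Fbn2 stood at 0.064 ± 0.12 on the 3 Dex arrays, 0.015 ± 0.13 on the 3 TAA arrays and -0.62 ± 0.30 on the 3 BSS arrays of 1 month. The log2 fold change was 0.69 (SE 0.23) after Dex (adjusted p = 0.999) and 0.64 after TAA (adjusted p = 1). TAA minus Dex was -0.05 (95% interval -0.54 to 0.44). At 1 week Fbn2 had 0.16 after Dex and 0.35 after TAA. The methods' t-test gave Fbn2 as the 1 gene shared at the study's thresholds.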

### 3.10. Validation of the Microarray Data by qPCR

Independent qPCR validation of representative differentially expressed genes was performed using commercial gene expression assays (Taqman, Applied Biosystems). The fold changes and their direction were confirmed for the chosen genes, thus corroborating the microarray data analysis results. 

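The array values of the genes measured by qPCR are as follows; the qPCR data were not analysed here. Ahrr, a repressor of the aryl hydrocarbon receptor, had a log2 fold change of 0.77 after Dex and 0.40 after TAA at 1 week and of -0.67 and -0.51 at 1 month (SE 0.83). Lcn2 had 0.71 after Dex and 0.087 after TAA at 1 month (SE 1.62), beside its highest group mean after TAA at 1 week. None of the comparisons of Ahrr, Arntl, Grik1, Lcn2, Per1 and Snap25 with BSS passed limma's test over all probe sets. Of 22 fold changes given in Table 2 and the text, 21 lay within the SD of those computed here with the same sign, and 19 were equal to 2 decimals.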

Data are presented in Table 2.

## 4. Discussion

Retinal pigment epithelial cells are responsible for the health and maintenance of retinal cells. RPE dysfunction plays a role in many ocular disorders including age-related macular degeneration, central serous chorioretinopathy, white-dot syndromes, and retinitis pigmentosa, which can lead to permanent visual distortion and blindness. One of the main functions of the RPE is regulation of disc shedding by photoreceptors, which is a rhythmic process essential for photoreceptor health and proper function. This process has been shown to be under circadian clock control [26–28]. The mammalian retina has its own circadian clock mechanism, originally thought to be located in the photoreceptors [29–31]. More recent studies have reported the presence of a circadian clock in RPE cells [32–34]. It has been shown that signaling is mediated by the dopamine D1 receptor and GABA [35, 36]. The mammalian retinal circadian clock mechanism is autonomous from the central master circadian clock, which in mammals resides in the hypothalamus [37].

The cyclic pattern of expression of circadian proteins is dependent on a number of external cues or “zeitgebers” including light exposure, feeding pattern, and exercise. The primary and the strongest zeitgeber is light, which starts the process, and then there are many secondary ones, conveying the information to peripheral tissue. Secondary ones start with serotonin and melatonin and then there are more downstream ones, such as insulin and glucocorticoids [38, 39]. Glucocorticoids have been demonstrated to be implicated in the entrainment of circadian rhythms [40–42]. They were shown to be capable of overcoming other entrainment factors regulating the peripheral oscillators in the kidney and lung [43] and also act as strong entraining signals for peripheral circadian oscillators and even feedback on central oscillators [44].

In our study “Circadian Rhythm Signaling” was the primary identified pathway by IPA. This finding suggests that intravitreal injection of steroids has a significant effect on the RPE/choroid, causing dysregulation of the retinal circadian clock, which is observable at 1 week postinjection and continues through 1 month postinjection. 

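Genes in phase with Arntl, the activator of the clock, stood higher at day 30 than at day 7 on the BSS arrays alone in 5 of 5 members, with a median of 0.70 (camera, adjusted p = 2.16e-09, and adjusted p = 0.0104 with an estimated correlation), and genes in antiphase lower in 9 of 11, with a median of -0.43 (camera, adjusted p = 3.14e-06, but adjusted p = 0.13 with an estimated correlation); 1 and 0 passed over all genes. On these arrays Arntl had a log2 difference of 2.25 (SE 0.25, adjusted p = 0.0069) between day 30 and day 7, at the probe set with 1.85 over all arrays. Over all arrays, the 5 genes in phase with Arntl had a median of 0.81 (4 higher adjusted over the list alone; camera, adjusted p = 2.31e-10, and adjusted p = 0.00339 with an estimated correlation) and the 11 genes in antiphase a median of -0.51 (9 lower adjusted over the list alone; camera, adjusted p = 9.37e-16, and adjusted p = 0.00339 with an estimated correlation). Among the latter, Ciart, a repressor of the clock, fell by 0.68 (SE 0.08, adjusted p = 0.000603), and Tef, an output transcription factor, fell by 0.45 (SE 0.06, adjusted p = 0.00357). Day accounted for 87.1% of the variance of the in-phase score and 86.4% of that of the antiphase score. In 14 of 15 core clock genes the p of the day was smaller than that of treatment within a time point. Within a time point, the genes in phase with Arntl had a median of 0.34 after TAA at 1 week, with 4 of 5 positive (camera, adjusted p = 0.00635, but adjusted p = 0.178 with an estimated correlation and 0.0604 without TAA day 7 replicate 1), and 0.043 after Dex (camera, adjusted p = 0.628). The genes in antiphase had -0.003 after TAA (camera, adjusted p = 0.322) and 0.11 after Dex, with 10 of 11 positive (camera, adjusted p = 0.0148, but adjusted p = 0.649 with an estimated correlation and 0.238 without BSS day 7 replicate 1). From the rank of Circadian Rhythm Signaling among the pathways of the genes that differed over the entire set of arrays, the paper proposes that intravitreal steroids dysregulate the retinal clock, from 1 week through 1 month. It also overlays the pathway with the fold changes of each steroid against control at each time. Its qPCR gives higher Arntl and Per1 after Dex and after TAA at 1 week.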

Disruption of circadian rhythm has been demonstrated to promote inflammation [45–47] and has been implicated as a contributing factor to disease pathogenesis [48, 49]. Wang et al. have shown in a diabetic mouse model that dysregulation of circadian rhythmicity resulted in increased retinal inflammation [50]. Since both inflammation and the physiological glucocorticoid metabolism are involved with circadian rhythm, it is not surprising that this is a major pathway influenced by steroid administration. Although the clinical importance of this finding is not clear, we suggest that the effect of steroids on the expression of circadian rhythm genes may be part of their therapeutic anti-inflammatory action and is not necessarily an adverse effect.

On the other hand, it has been reported that the release of glucocorticoid hormones happens in an hourly or ultradian rhythm in a pulsating manner and that levels of free glucocorticoid hormones are highly synchronized between blood, subcutaneous tissue, and the brain. By administering a bolus of steroids, this fine regulation is disrupted, and the loss of the ultradian rhythm may subsequently result in gene expression changes in downstream target tissues [51]. Our results demonstrated that the effect of both steroids on circadian rhythm gene expression was much more marked after 1 week than after 4 weeks. This may be reflecting the initial effect following the administration of a single intravitreal dose, which is subsequently waning. Accordingly, it is possible that the use of a sustained-release implant, such as Ozurdex or Iluvien, may achieve a more stable concentration and lead to prolonged effects on RPE/choroid gene expression. These implants have already proven their longer-lasting therapeutic effect in a variety of diseases [2, 4, 52–55].

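Differences in steroid effect on the clock genes between 1 month and 1 week were negative in most members. After Dex, 12 of 15 core clock genes had a negative difference, with a median of -0.126 (camera, adjusted p = 0.015, but adjusted p = 0.508 with an estimated correlation and 0.0916 without BSS day 7 replicate 1), and after TAA 11 of 15, with a median of -0.126 (camera, adjusted p = 0.00383, but adjusted p = 0.584 with an estimated correlation). In both, 0 members passed over all genes and 0 adjusted over the list alone. For Arntl the difference was -0.38 after Dex and -0.82 after TAA (SE 0.35), and for Per2 -0.30 and -0.099 (SE 0.37). For Per1 it was -0.40 (SE 0.25) after Dex.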

### 4.1. Differences in Gene Expression Changes between Dex and TAA

The most affected pathway for Dex week 1 postinjection is Phototransduction Pathway (Figure 6(a)). Why genes that belong to the Phototransduction Pathway change in the RPE/choroid was puzzling. We do not believe that retinal tissue contamination was the cause of this, since mouse retinal tissue is very loosely attached to RPE and upon dissection separates very easily and cleanly, so there is very little, if any, chance of contamination of RPE with retinal cells.

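Markers of retinal cells that do not contact the RPE moved with the rod genes between arrays. After subtracting the mean of each group, the rod and bipolar cell scores of the 18 arrays correlated with r = 0.97 (permutation p = 0.00041) and rho = 0.967 (permutation p = 0.00035); without the 2 arrays farthest from the median rod score r was 0.954, and over the 23 relations computed the adjusted p was 0.000857. The rod scores fall into 10 arrays below and 8 above a gap of 1.12: within the former r was 0.344 (permutation p = 0.328, adjusted p = 0.377) and within the latter 0.961 (permutation p = 0.00079, adjusted p = 0.00151). Inner retinal neuron genes followed the rod score with r = 0.91 after subtracting group means (permutation p = 0.00041, rho = 0.913, permutation p = 0.00038), but with r = 0.347 and 0.683 within the arrays below and above the gap (permutation p = 0.322 and 0.0732). The first principal component of the arrays, 40.2% of the variance, correlated with the neural retina score. Müller glia genes had a median of 0.19 after Dex at 1 week (camera, adjusted p = 0.218).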

To verify whether some of the rod and cone genes are actually expressed in RPE, we checked for the presence of several phototransduction genes listed in the tables from Newman et al. [56] (Table S7) and found several of them differentially expressed in RPE of AMD versus normal (Gngt1, GUCA, PDE6, both cone and rod specific, and RGS9). 

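Gngt1, the γ subunit of rod transducin, had a log2 fold change of 1.54 (SE 1.26) after Dex at 1 week. Pde6g, the inhibitory subunit of the rod phosphodiesterase, stood at 0.74 ± 0.95 after Dex and -0.905 ± 0.24 after BSS, and Guca1a at 0.86 ± 1.25 and -1.29 ± 0.24. Rgs9, which speeds the shut-off of transducin, had 0.16 (SE 0.15). None of these passed limma's test over all probe sets (adjusted p = 1).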

Our data suggests that their altered expression levels are a result of the Dex treatment of the eye. 

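Among retinal genes outside phototransduction, Pcp2, a G protein regulator of bipolar cells, had a log2 fold change of 1.82 (SE 1.05) after Dex at 1 week, and the GABA receptor subunit Gabrb2 1.28 (SE 0.70). RPE genes had a median of -0.023 (camera, adjusted p = 0.825), and glucocorticoid response genes one of 0.049 (camera, adjusted p = 0.225). Endothelium genes had positive values in 15 of 15 members with a median of 0.31, among them the receptor Kdr (0.36) and the adhesion gene Pecam1 (0.16); 0 passed over all genes and 0 adjusted over the list alone (camera, adjusted p = 5.35e-07, but adjusted p = 0.649 with an estimated correlation). The paper proposes that the altered levels result from Dex; against carry-over of retina it points to the easy, clean separation at dissection, and it found several such genes in a published table of RPE genes.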

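Genes of phagocytosis and autophagy showed small differences after Dex at 1 week. Of 20 such genes, 14 had positive log2 fold changes with a median of 0.051; 0 passed over all genes and 0 adjusted over the list alone in limma, and the list did not pass (camera, adjusted p = 0.141). Mertk, the receptor that binds outer segments for engulfment, had -0.089, and its ligands Gas6 0.086 and Pros1 -0.20. After TAA at 1 week 15 of 20 were positive with a median of 0.11 (camera, adjusted p = 0.00578, but adjusted p = 0.328 with an estimated correlation and 0.0531 without TAA day 7 replicate 2), and after Dex at 1 month the median was 0.094 (camera, adjusted p = 0.0415, but adjusted p = 0.477 with an estimated correlation); without Dex day 30 replicate 2 its mean went from 0.092 to 0.054 (adjusted p = 0.385). The rod score did not follow the score of these genes within groups (r = -0.163, permutation p = 0.622, and rho = -0.261, permutation p = 0.4; r = 0 without the 2 arrays farthest from the median; adjusted p = 0.65); within the arrays below and above the gap in the rod score r was 0.277 and -0.658 (permutation p = 0.434 and 0.0866).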

We hypothesize that apparent upregulation of expression of these genes may have possibly resulted from accumulation of these mRNAs due to slowed down phagocytic and autophagic processes that are dysregulated by steroid therapy.

Another one of the top five activated pathways in Dex 1 week postinjection is GABA Receptor Signaling (Figure 6(a)). 

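Genes of GABA receptors and transport had a median log2 fold change of 0.067 after Dex at 1 week (camera, adjusted p = 0.155), with 0 of 21 passing over all genes and 0 adjusted over the list alone in limma. Gabrb2, a subunit of the GABA-A receptor, stood at 0.40 ± 0.47 after Dex and -0.88 ± 0.12 after BSS. The median of the list after TAA at 1 week was 0.11 (camera, adjusted p = 0.0931). After Dex at 1 month, 18 of 21 had negative values with a median of -0.14 (camera, adjusted p = 0.00028, but adjusted p = 0.323 with an estimated correlation), with a mean that went from -0.252 to -0.15 without BSS day 30 replicate 1 (adjusted p = 0.0493), and Gabrb2 had -1.10 (SE 0.70). These values had the sign of the rod photoreceptor list in each of the comparisons, whose median was 0.84 after TAA at 1 week; without TAA day 7 replicate 3 the mean of the rod list there went from 0.874 to 0.04 (adjusted p = 0.988).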

GABA is the main inhibitory neurotransmitter in the mammalian CNS. The GABA transporter GAT, located in the plasma membrane of nerve terminals and glial cells, plays an important role in the termination of synaptic transmission. This neurotransmitter has also been implicated in effecting the circadian rhythm [35, 36], and therefore its activation may reflect the significant alterations demonstrated in the gene expression of this pathway. Since both Dex and TAA were shown to alter the gene expression of the circadian rhythm pathway, it is not surprising that they both altered the GABA Receptor Signaling pathway as well.

### 4.2. Connection between Circadian Rhythm Dysregulation, Glutamate Signaling, and Ca^++^ Signaling

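Glutamate receptor genes had small log2 fold changes at 1 week and lower values after Dex at 1 month. Of 29 such genes, 22 had negative values after Dex at 1 month with a median of -0.089; 0 passed over all genes and 2 were lower when adjusted over the list alone, Grik1 and Grm7 (adjusted p = 0.0411 each; camera, adjusted p = 0.00028, but adjusted p = 0.323 with an estimated correlation). As means of their probe sets these genes fell by 0.61 and 0.30, while Grm7 had -0.97 at a single probe set. The median after TAA at 1 month was -0.053 (camera, adjusted p = 0.0245, but adjusted p = 0.505 with an estimated correlation). Without BSS day 30 replicate 1 the mean of the list went from -0.203 to -0.115 after Dex (adjusted p = 0.0375) and from -0.084 to 0.004 after TAA (adjusted p = 0.802). The median of the calcium signaling list was 0.019 after Dex (camera, adjusted p = 0.903) and -0.044 after TAA (camera, adjusted p = 0.0983) at 1 month. With the neural retina score as a covariate, an alternative chosen after seeing the data, the glutamate receptor list had an adjusted p of 0.0548 for Dex against BSS at 1 month. This p alone does not show whether the change of the list became smaller, or its source. Cone photoreceptor genes on the same Dex arrays had a median of -0.64 with 8 of 9 negative (camera, adjusted p = 0.00495, but adjusted p = 0.477 with an estimated correlation), and their mean went from -0.708 to -0.335 without the same array (adjusted p = 0.135).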

The main signal transduction pathways that appear to be activated by steroids in the RPE are glutamate and Ca^++^ signaling. Light sets off pacemakers mediated by glutamate (Glu), leading to glutamate receptor activation [57, 58]. A recent paper by Suwanjang et al. shows how those two pathways are interconnected with glucocorticoid signaling: glucocorticoids reduce the intracellular Ca^++^ concentration in neurons and astrocytes and protect neurons against glutamate toxicity [59].

### 4.3. Neurotransmitters and Synaptic Signaling

#### 4.3.1. Glutamatergic Neurotransmission

L-glutamate is the major excitatory neurotransmitter in the central nervous system that activates both ionotropic (NMDAR) and metabotropic (GRM) glutamate receptors. Glutamanergic neurotransmission is involved in most aspects of normal neural function, such as intracellular signal transduction, axonal targeting, and synaptic clustering.

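Grm7 stood at 0.22 ± 0.11 after Dex, -0.45 ± 0.20 after TAA and -0.12 ± 0.18 after BSS at 1 week. The TAA minus Dex difference was -0.68 (95% interval -1.18 to -0.17) on the log2 scale, which did not pass limma's test over all probe sets (adjusted p = 1), and at 1 month it was 0.22 (95% interval -0.29 to 0.72). At 1 month the log2 fold change against BSS after Dex was -0.97 (SE 0.24), from 0.65 ± 0.36 to -0.32 ± 0.57. These values of Grm7 are from a single probe set, and the mean of its probe sets fell by less after Dex at 1 month. The related receptor Grm8 had -0.046 after Dex and 0.042 after TAA at 1 week, and -0.28 and -0.22 at 1 month.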

Our results show upregulation of Grm7 with Dex and downregulation with TAA at 1 week. At 1 month postinjection we see downregulation of Grm7 for both steroids. Grm7, glutamate receptor** 7**, with a role in neuroprotection, synaptic transmission, and regulation of Ca^++^ ion transport via voltage gated Ca^++^ channel activity, has been shown to confer susceptibility to many neuropathologic conditions such as age-related hearing impairment [57, 60, 61], attention-deficit/hyperactivity disorder [58, 62], and schizophrenia [63–65]. Most variants of GRM7 are expressed in brain and retina in varying abundance.

#### 4.3.2. Dopaminergic Neurotransmission

Two genes that were consistently downregulated at both time points for TAA were Rbfox1 and neuronal mRNA splicing factor Fox-1, which splices mRNAs encoding proteins important in synaptic transmission and membrane excitation [66]. 

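Rbfox1, a regulator of neuronal splicing, had a log2 fold change of -0.75 (SE 0.22) after TAA at 1 week and -0.59 at 1 month. Arpp21, a phosphoprotein regulated by cyclic AMP, had -0.74 (SE 0.12) at 1 week (adjusted p = 0.438). Neither passed over all probe sets. After Dex, Rbfox1 had 0.049 at 1 week and -0.40 at 1 month, and Arpp21 -0.11 and -0.38. The difference between 1 month and 1 week in the effect of TAA was 0.16 (SE 0.31) for Rbfox1 and 0.067 (SE 0.17) for Arpp21. limma's F-test of treatment within a time point gave Arpp21 an adjusted p of 0.237.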

The second gene is Arpp21, cAMP-regulated phosphoprotein (Table S6). The encoded protein is enriched in the caudate nucleus and cerebellar cortex. A similar protein in the mouse may be involved in regulating the effects of dopamine in the basal ganglia. At Dex 1-month postinjection time point, two members of dopaminergic neurotransmission were dysregulated, Slc18a2 and Nsg2.

Our results from differential gene expression of over 34,000 well-characterized mouse genes of the RPE/choroid of C57BL/6J mice after intravitreal steroid injections at 1 week and 1 month postinjection suggest that dysregulation of glutamatergic and dopaminergic neurotransmission signaling may represent a novel target for therapeutic approaches in the treatment of steroid-induced glaucoma.

In conclusion, in our previous study [9], we have reported that intravitreal Dex and TAA resulted in gene expression changes which potentially altered the balance between neuroprotective and neurodegenerative processes in the retina. In this study, using the same mouse model, we investigated the effects of these steroids on gene expression in the RPE/choroid and found that the major influenced pathways are circadian rhythm and several neurotransmission pathways. Comparative analysis of differential gene expression that takes place in different tissues following the administration of Dex and TAA suggests tissue-specific changes. The activation of signal transduction pathways in the RPE/choroid may mirror or complement the changes in neuroprotection and neurodegeneration processes that occur in the retina following intravitreal steroid administration. The effect on circadian rhythm pathway may be part of the anti-inflammatory action of these agents. The effect of both Dex and TAA was more significant at 1 week than at 4 weeks, which implies that a more controlled slow-release form of administration may achieve longer-lasting cellular and genetic effects. In conclusion, our findings have the potential to contribute to a more complete understanding of the mechanisms by which the steroids Dex and TAA regulate gene expression in the eye and to the development of improved therapeutics.

## Supplementary Material

Supplemental material contains the complete list of the differentially expressed genes identified by Volcano plot at -1.5≥ FC ≥1.5; p≤0.05 (Tables S1-S6), and ANOVA at p≤0.01 and p≤0.05 (Tables S7 and S8).

## Figures and Tables

**Figure 1:**
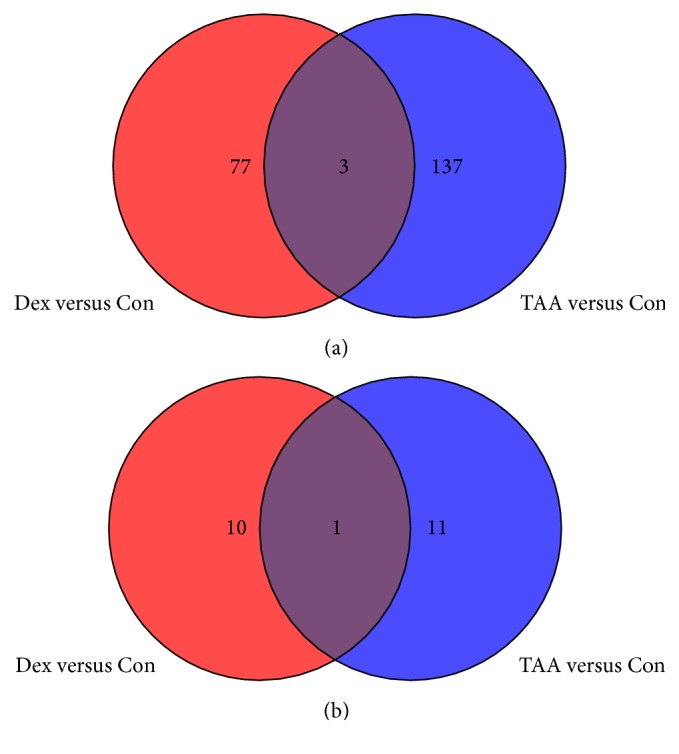
Venn diagram detailing the number of genes in each category. (a) One-week postinjection time point for fold change (FC) > 1.5, *p* < 0.05. (b) One-month postinjection time point for FC > 1.5, *p* < 0.05.

**Figure 2:**
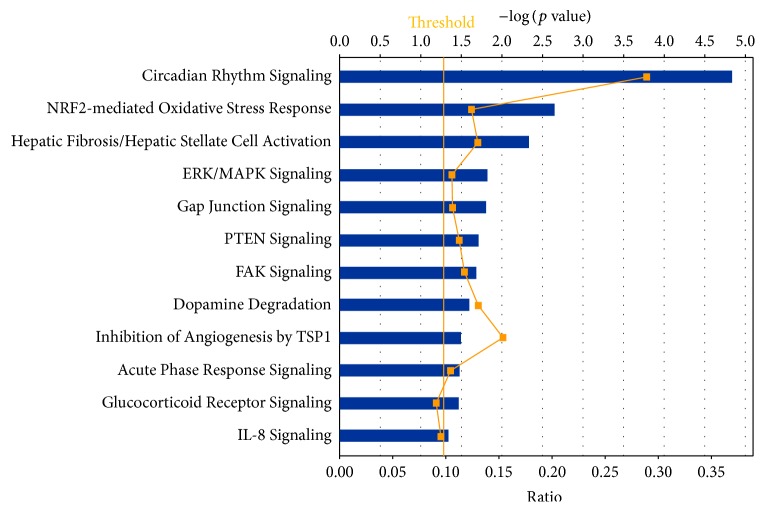
Top canonical pathways for both day 07 and day 30, ANOVA (*p* < 0.01).

**Figure 3:**
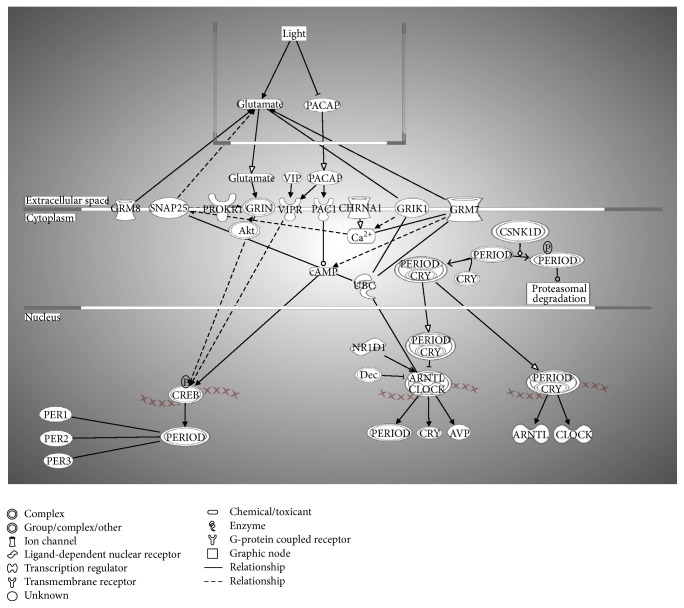
Circadian Rhythm Signaling pathway. The Entrez gene names and their symbols represented in this network: Akt; Arntl-Clock; arginine vasopressin (AVP); Aryl hydrocarbon receptor nuclear translocator-like (BMAL1); cholinergic receptor, nicotinic, alpha 1 (muscle) (CHRNA1); CK1*ε*/CK1*δ*; clock circadian regulator (CLOCK); CREB; CRY; Cry-Period; glutamate receptor, ionotropic, kainate 1 (GRIK1); GRIN; glutamate receptor, metabotropic 7 (GRM7); glutamate receptor, metabotropic 8 (GRM8); adenylate cyclase activating polypeptide 1 (pituitary) receptor type I (PAC1); adenylate cyclase activating polypeptide 1 (pituitary) (PACAP); period circadian clock 1 (PER1); period circadian clock 2 (PER2); period circadian clock 3 (PER3); period circadian clock, group (PERIOD); prokineticin receptor 1 (PROKR1); nuclear receptor subfamily 1, group D, member 1 (Rev-Erb*α*); synaptosomal-associated protein, 25 kDa (SNAP25); ubiquitin C (UBC); vasoactive intestinal peptide (VIP); vasoactive intestinal peptide receptor 2 (VIPR).

**Figure 4:**
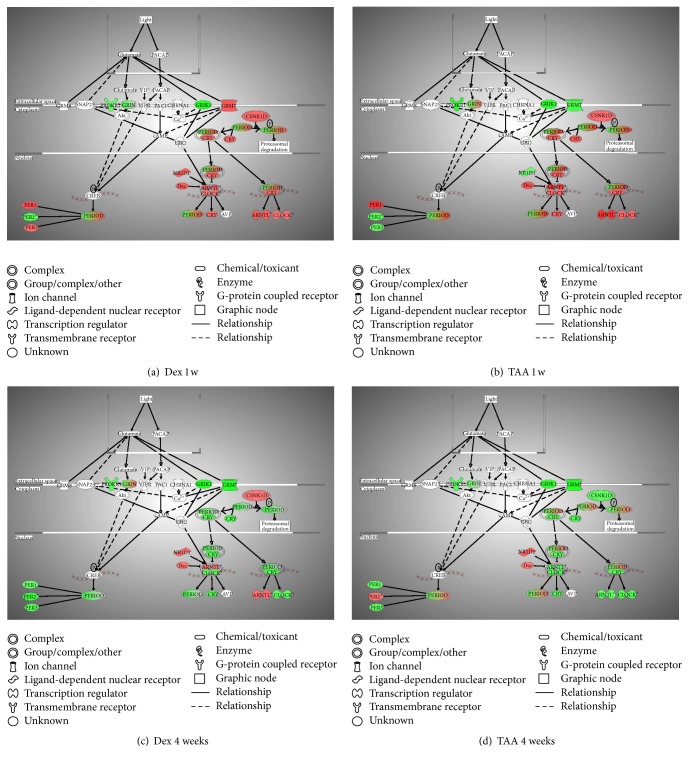
Represented is the canonical pathway “Circadian Rhythm Signaling” overlaid with the expression data from the following: (a) DEX versus Con at 1 week, (b) TAA versus Con at 1 week, (c) DEX versus Con at 1 month, and (d) TAA versus Con at 1 month postinjection. Data is represented as fold change of sample to control, *p* < 0.05 from ANOVA analysis. Red color means upregulation, while green means downregulation of the gene expression.

**Figure 5:**
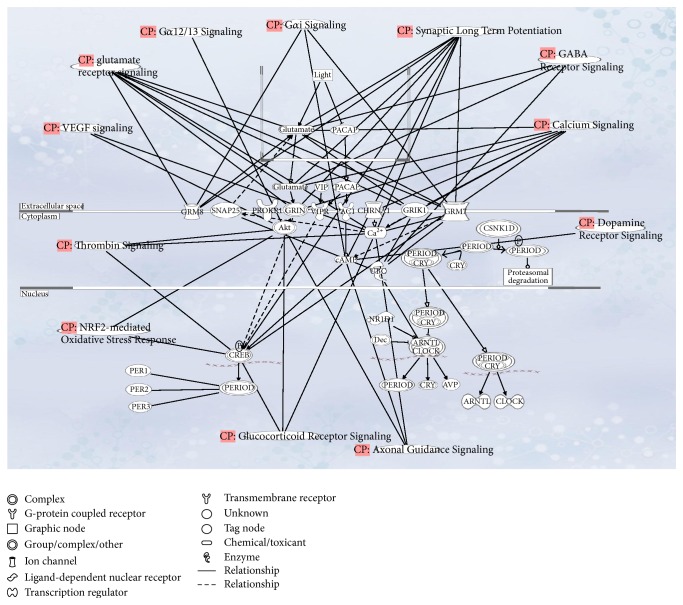
Represented is the gene network “Circadian Rhythm Signaling” showing interconnected neurotransmitter signaling pathways.

**Figure 6:**
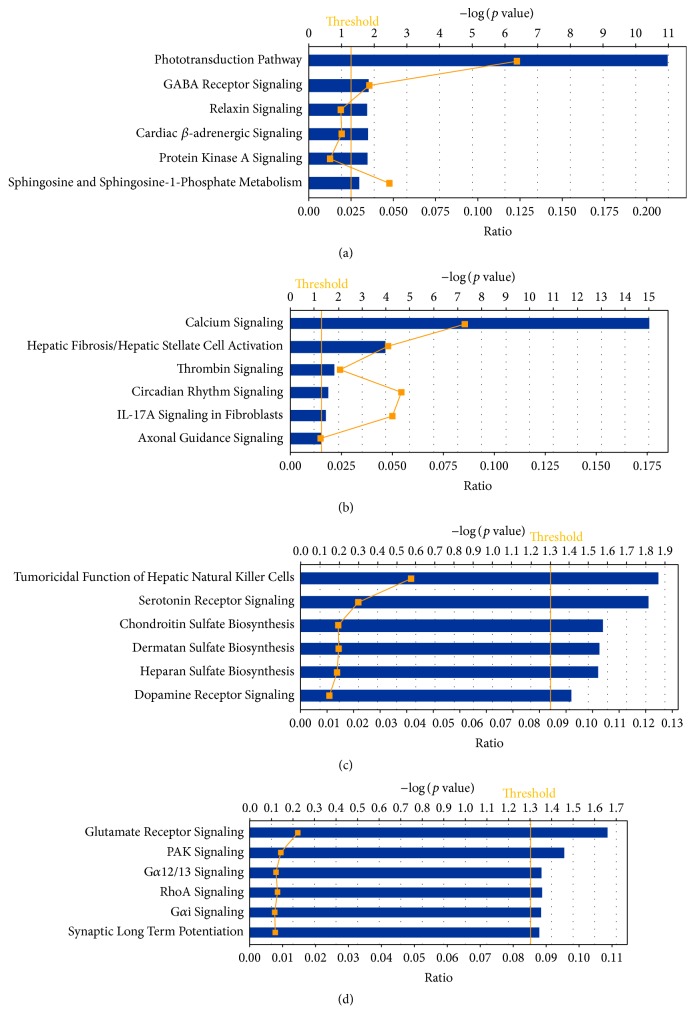
Top pathways identified by Ingenuity Pathway Analysis. (a) Top canonical pathways for DEX 1 week, *t*-test, FC 1.5, *p* < 0.05. (b) Top canonical pathways for TAA 1 week, *t*-test, FC 1.5, *p* < 0.05. (c) Top canonical pathways for DEX 30 days, *t*-test, FC 1.5, *p* < 0.05. (d) Top canonical pathways for TAA 30 days, *t*-test, FC 1.5, *p* < 0.05.

**Table 1:** Circadian Rhythm Signaling genes from Ingenuity Pathway Analysis (IPA).

Symbol	Entrez gene name	Affymetrix	*p * value	Location	Type (s)
ARNTL	Aryl hydrocarbon receptor nuclear translocator-like	1425099_a_at	2.58*E* − 06	Nucleus	Transcription regulator
BHLHE40	Basic helix-loop-helix family, member e40	1418025_at	3.41*E* − 02	Nucleus	Transcription regulator
CLOCK	Clock circadian regulator	1418660_at	7.86*E* − 04	Nucleus	Transcription regulator
CRY2	Cryptochrome 2 (photolyase-like)	1426383_at	3.94*E* − 02	Nucleus	Enzyme
CSNK1D	Casein kinase 1, delta	1418889_a_at	7.26*E* − 03	Cytoplasm	Kinase
GRIN2C	Glutamate receptor, ionotropic, N-methyl D-aspartate 2C	1449245_at	2.13*E* − 02	Plasma membrane	Ion channel
GRINA	Glutamate receptor, ionotropic, N-methyl D-aspartate-associated protein 1 (glutamate binding)	1436297_a_at	4.26*E* − 02	Unknown	Ion channel
NR1D1	Nuclear receptor subfamily 1, group D, member 1	1426464_at	1.40*E* − 03	Nucleus	Ligand-dependent nuclear receptor
PER1	Period circadian clock 1	1449851_at	6.31*E* − 04	Nucleus	Other
PER2	Period circadian clock 2	1417602_at	2.63*E* − 04	Nucleus	Other
PER3	Period circadian clock 3	1421087_at	5.30*E* − 06	Nucleus	Other

**Table 2:** Comparison of microarray and qPCR results.

Fold change comparisons		
	Microarray	qPCR

Gene	Dex/1 wk (Affy)	Dex/1 wk (Taq)

Ahrr	1.71	1.93
Arntl	1.26	1.66
Grik1	−1.91	−1.35
Lcn2	4.06	11.9
Per1	1.32	1.41
Snap25	12.73	15.18

Gene	TAA/1 wk (Affy)	TAA/1 wk (Taq)

Ahrr	1.32	3.07
Arntl	1.68	1.25
Grik1	−1.45	0.43
Lcn2	19.32	39.19
Per1	1.62	1.87
Snap25	5.4	11.52

Gene	Dex/1 mo (Affy)	Dex/1 mo (Taq)

Grik1	−1.82	−1.93
Lcn2	1.64	9.3
Snap25	−5.12	−1.77

Gene	TAA/1 mo (Affy)	TAA/1 mo (Taq)

Grik1	−1.41	−1.41
Lcn2	nd	0.34
Snap25	−1.97	−0.31

# Supplementary material for: Comparison of In Vivo Gene Expression Profiling of RPE/Choroid following Intravitreal Injection of Dexamethasone and Triamcinolone Acetonide
**Source:** J Ophthalmol. 2016 Jun 27;2016:9856736. doi: 10.1155/2016/9856736
**Supplement:** Supplementary file 1 — Supplemental material contains the complete list of the differentially expressed genes identified by Volcano plot at -1.5≥ FC ≥1.5; p≤0.05 (Tables S1-S6), and ANOVA at p≤0.01 and p≤0.05 (Tables S7 and S8).

Supplemental material contains the complete list of the differentially expressed genes identified by Volcano plot at -1.5≥ FC ≥1.5; p≤0.05 (**Tables S1-S6**), and ANOVA at p≤0.01 and p≤0.05 (**Tables S7 and S8**).

Table S1 – Unique top dysregulated genes for Dex vs. Con, 1 week postinjection

Table S2 – Unique top dysregulated genes for at TAA vs. Con 1 week postinjection

Table S3 - Common dysregulated genes for Dex and TAA at 1 week postinjection

Table S4 - Unique dysregulated genes for Dex at 4 weeks postinjection

Table S5 – Unique dysregulated genes for TAA at 4 weeks postinjection

Table S6 – Common dysregulated genes for DEX and TAA at 4 weeks postinjection

Table S7 – ANOVA p<0.01

Table S8 – ANOVA p<0.05

# Supplementary material for: Comparison of In Vivo Gene Expression Profiling of RPE/Choroid following Intravitreal Injection of Dexamethasone and Triamcinolone Acetonide
**Source:** J Ophthalmol. 2016 Jun 27;2016:9856736. doi: 10.1155/2016/9856736
**Supplement:** Supplementary file 1 — Supplemental material contains the complete list of the differentially expressed genes identified by Volcano plot at -1.5≥ FC ≥1.5; p≤0.05 (Tables S1-S6), and ANOVA at p≤0.01 and p≤0.05 (Tables S7 and S8).

**Table S1**

\* additional multiple probes

Table S2

\* additional multiple probes

**Table S3**

**Table S4**

**Table S5**

**Table S6**

# Notes : Created from Advanced Analysis operation: significance Analysis.  
 #Entitylist : Filtered on Expression (20.0 - 100.0)th Percentile in the Raw Data  
 #Interpretation : Time-Treat  
 #Experiment: RPE-RMA DAYS 7-30  
 #corrected p-value cut-off:0.01  
 #Post-hoc test: SNK  
 #Selected Test : Oneway ANOVA  
 #p-value computation: Asymptotic  
 #Multiple Testing Correction: No Correction  
 #

# Technology : Affymetrix.GeneChip.Mouse430\_2

# Owner : gxuser

# Created On : Sat Jan 12 21:56:26 PST 2013

-0.2245 Meox2 mesenchyme homeot 0001525 /, 0005634 /, 0003677 // DNA binding // inferred from ele  
 -0.45723 Meox2 mesenchyme homeot 0001525 /, 0005634 /, 0003677 // DNA binding // inferred from ele  
 0.060147 Fam114a2 family with sequence similarity 114, member A2  
 -0.64555 Prkx protein kinase, X-link 0006468 // protein p 0000166 // nucleotide binding // inferred fr  
 0.032082 Ppcdc phosphopantothenoyl 0015937 // coenzyme 0003824 // catalytic activity // inferred from  
 -0.13046 Ddx6 DEAD (Asp mRNA\_prc 0006200 /, 0000932 /, 0000166 // nucleotide binding // inferred fr  
 -0.16043 Wdfy1 WD repeat and FYVE domain con 0005634 /, 0005545 // phosphatidylinositol binding // ir  
 -0.07358 Csnk1a1 casein kinase 1, alpha 0000902 /, 0000775 /, 0000166 // nucleotide binding // inferred fr  
 -0.16452 Trim34 tripartite motif-containing 34 0005622 /, 0005515 // protein binding // inferred from  
 0.088264 2310044G: RIKEN cDNA 2310044G17 gene  
 0.112757 BC002059 cDNA sequence BC002059 0005622 /, 0003676 // nucleic acid binding // inferred fr  
 0.811756 Arntl aryl hydrocarbon rece 0000060 /, 0005634 /, 0003677 // DNA binding // inferred from ph  
 -0.15193 Sel1l sel-1 suppressor of lin 0007219 /, 0005783 /, 0005488 // binding // inferred from electron  
 0.167956 Gatc glutamyl-tl mRNA\_prc 0006450 /, 0005739 // mitochondrion // inferred from direct assay  
 -0.19471 Col20a1 collagen, type XX, alpl 0007155 /, 0005576 /, 0005198 // structural molecule activity // int  
 -0.16967 Fam76a family with sequence similarity 76, member A  
 -0.02495 Chi3l3 /// (chitinase 3-like 3 /// c 0005975 /, 0005576 /, 0003824 // catalytic activity // inferred from  
 -0.31796 Dusp3 dual specificity phosph 0000188 /, 0001772 /, 0004721 // phosphoprotein phosphatase act  
 0.352739 Caln1 calneuron 1 0005737 /, 0005509 // calcium ion binding // not recor  
 -0.05065 Ly6i lymphocyte antigen 6 complex, k 0005886 // plasma membrane // traceable author state  
 0.091691 Hexim1 hexamethylene bis-ac 0000122 /, 0005634 /, 0004861 // cyclin-dependent protein kinase  
 -0.10646 Pde1c phosphodi G\_Protein\_ 0006198 /, 0043025 /, 0003824 // catalytic activity // inferred from  
 0.031978 Kcnq2 potassium voltage-ga 0006810 /, 0008076 /, 0005216 // ion channel activity // inferred fr  
 0.052447 Klra18 killer cell lectin-like re 0007155 /, 0005886 /, 0004872 // receptor activity // inferred from  
 0.03214 Vps37c vacuolar protein sorti 0006810 /, 0005768 // endosome // inferred from electronic annot  
 0.042286 Ap1ar adaptor-related protein complex 0030133 // transport vesicle // inferred from electronic  
 -0.22096 Zc3h11a zinc finger CCCH type containing 11A 0003676 // nucleic acid binding // inferred fr  
 -0.62343 Slmap sarcolemma associated protein 0005737 // cytoplasm // inferred from electronic annot  
 -0.06819 Gphn gephyrin 0006777 /, 0005622 /, 0000166 // nucleotide binding // inferred fr  
 -0.13904 Nr1d1 nuclear receptor subf 0006350 /, 0005634 /, 0003677 // DNA binding // inferred from dir  
 -0.09997 Sec24b Sec24 related gene fa 0006810 /, 0030127 /, 0005515 // protein binding // inferred from  
 0.104274 5430417L2 RIKEN cDNA 5430417L22 gene  
 0.220234 Adamts15 a disintegrin-like and 0006508 /, 0005576 /, 0004222 // metalloendopeptidase activity //  
 -0.25531 Col14a1 collagen, type XIV, alp 0007155 /, 0005576 /, 0005198 // structural molecule activity // int  
 -0.16986 Pard3b par-3 partitioning defi 0007049 /, 0005923 /, 0005515 // protein binding // inferred from  
 0.127875 Med19 mediator of RNA poly 0006350 /, 0005634 /, 0005515 // protein binding // inferred from  
 0.242506 Fastkd1 FAST kinase domains 0006915 // apoptosis 0004672 // protein kinase activity // inferrec  
 -0.03453 Myo1b myosin IB 0008152 /, 0005903 /, 0000166 // nucleotide binding // inferred fr  
 -0.23163 Fbxl3 F-box and leucine-rich 0031146 /, 0005634 /, 0004842 // ubiquitin-protein ligase activity //  
 0.017793 Rian RNA imprinted and accumulated 0005634 // nucleus // inferred from direct assay  
 -0.2058 Tcrg-V1 T-cell receptor gamma, variable 1 0004872 // receptor activity // inferred from  
 0.038558 Abhd10 abhydrolase domain c 0006508 /, 0005739 /, 0008233 // peptidase activity // inferred fro  
 -0.10925 Zfa /// Zfx zinc finger protein, au 0001541 /, 0005622 /, 0003676 // nucleic acid binding // inferred fr  
 0.042394 Gm16382 , ribosomal Ribosomal 0006412 /, 0005622 /, 0003735 // structural constituent of ribosom  
 -0.27118 Ppat phosphoribosyl pyrop 0006164 /, 0005625 /, 0004044 // amidophosphoribosyltransferase  
 0.034212 Ppfia4 protein tyrosine phosphatase, receptor type 0005515 // protein binding // inferred from  
 0.130404 Ddx51 DEAD (Asp-Glu-Ala-As 0006200 /, 0005634 /, 0000166 // nucleotide binding // inferred fr

-0.47704 Snw1 SNW domain containi 0000398 /, 0005634 /, 0003713 // transcription coactivator activity  
 -0.06267 1700017B05 RIKEN cDNA 1700017B05 gene  
 -0.09082 Cdc37l1 cell division cycle 37 homolog (S. 0005737 // cytoplasm // inferred from direct assay /// C  
 -0.19514 Ccdc50 coiled-coil domain containing 50 0005737 // cytoplasm // inferred from electronic annot  
 -0.30981 Ak3 adenylate kinase 3 0006139 /, 0005737 /, 0000166 // nucleotide binding // inferred fro  
 0.201384 Pygb brain glycogen phosph 0005975 /, 0005625 /, 0004645 // phosphorylase activity // inferre  
 0.006524 Ran RAN, member RAS on 0006184 /, 0005634 /, 0000166 // nucleotide binding // inferred fro  
 0.321458 Syt17 synaptotagmin XVII 0006810 /, 0005802 /, 0005215 // transporter activity // inferred fr  
 -0.13098 Paxip1 PAX interacting (with 0006974 /, 0005622 /, 0005515 // protein binding // inferred from  
 0.014021 Tada2b transcriptional adaptc 0045449 /, 0005634 /, 0003677 // DNA binding // inferred from ele  
 -0.39265 Tbl1x transducin (beta)-like 0006350 /, 0005634 /, 0003677 // DNA binding // inferred from dir  
 0.075974 Zfr2 zinc finger RNA bindin 0006955 /, 0005622 /, 0003723 // RNA binding // inferred from ele  
 -0.05709 201011110 RIKEN cDNA 20101111 0006508 /, 0005737 /, 0004177 // aminopeptidase activity // inferr  
 0.054696 Ahsa2 AHA1, activator of he 0006950 /, 0005737 /, 0001671 // ATPase activator activity // inferi  
 0.137333 Zbtb45 zinc finger and BTB domain conta 0005622 /, 0003676 // nucleic acid binding // inferred fr  
 0.143141 Hr hairless 0006350 /, 0000118 /, 0003677 // DNA binding // inferred from ele  
 -0.08584 Myo15b myosin XVB 0005856 /, 0005488 // binding // inferred from electron  
 0.41534 Dnajc5 DnaJ (Hsp40) homolo 0006457 /, 0016020 /, 0031072 // heat shock protein binding // inf  
 -0.1364 Gm505 Predicted gene 505 0016607 // nuclear speck // inferred from electronic an  
 -0.06349 1700010I14 RIKEN cDNA 1700010I14 gene  
 0.13739 Clns1a chloride channel, nucl 0006821 /, 0005634 /, 0005515 // protein binding // inferred from  
 -0.38487 Sntb2 syntrophin, basic 2 0005737 /, 0003779 // actin binding // inferred from ele  
 -0.12365 Aldh9a1 aldehyde dehydrogen 0001822 /, 0005634 /, 0004029 // aldehyde dehydrogenase (NAD) :  
 0.036234 Rps29 ribosomal protein S29 0006412 /, 0005622 /, 0003735 // structural constituent of ribosom  
 -0.45626 Tef thyrotroph embryonic 0006350 /, 0005634 /, 0003677 // DNA binding // inferred from ele  
 0.30597 Dos downstream of Stk11 0016020 // membrane // inferred from electronic anno  
 -0.07944 Fam120b family with sequence 0006350 /, 0005634 /, 0005515 // protein binding // inferred from  
 -0.41906 U46068 cDNA sequence U46068 0005576 /, 0008289 // lipid binding // inferred from ele  
 0.207725 Serbp1 serpine1 mRNA bindir 0045767 /, 0005634 /, 0003723 // RNA binding // inferred from ele  
 -0.28287 Bach1 BTB and CNC homolo 0006350 /, 0005634 /, 0003677 // DNA binding // inferred from dir  
 -0.21803  
 -0.26014 Aldh7a1 aldehyde dehydrogen 0008152 /, 0005634 /, 0004029 // aldehyde dehydrogenase (NAD) :  
 0.104249 Cct3 chaperonin containin 0006457 /, 0005737 /, 0000166 // nucleotide binding // inferred fro  
 -0.40204 Tspan4 tetraspanin 4 0016020 /, 0005515 // protein binding // inferred from  
 -0.21822 Ebf1 early B-cell factor 1 0006350 /, 0005634 /, 0003677 // DNA binding // inferred from dir  
 0.204388 Tnk2 tyrosine kin G13\_Signa 0006468 /, 0005886 /, 0000166 // nucleotide binding // inferred fro  
 -0.31098 Mcl1 myeloid ce Apoptosis\_ 0006915 /, 0005634 /, 0005515 // protein binding // inferred from  
 -0.55316 Lpar1 lysophosphatidic acid 0000187 /, 0005737 /, 0001619 // lysosphingolipid and lysophosph  
 -0.22996 Mafg v-maf musculoaponet 0001701 /, 0005634 /, 0003677 // DNA binding // inferred from dir  
 -0.16161 Usp25 ubiquitin specific pep 0006511 /, 0000502 /, 0004221 // ubiquitin thiolesterase activity //  
 -0.02544 Myo1b myosin IB 0008152 /, 0005903 /, 0000166 // nucleotide binding // inferred fro  
 -0.12835 Ebf2 early B-cell factor 2 0006350 /, 0005634 /, 0003677 // DNA binding // inferred from dir  
 -0.3691 Slco1a5 solute carrier organic 0006810 /, 0005624 /, 0005215 // transporter activity // inferred fr  
 -0.08467 Itgae integrin al Integrin-m 0007155 /, 0008305 /, 0004872 // receptor activity // inferred from  
 -0.04584 Dcbld1 discoidin, CUB and LCCL domain 0016020 // membrane // inferred from electronic anno  
 0.067623 Dbnnd1 dysbindin (dystrobrevin binding 0005737 /, 0005515 // protein binding // inferred from  
 0.091249 Zfp235 zinc finger protein 23 0006355 /, 0005622 /, 0003676 // nucleic acid binding // inferred fr

-0.06413 Egfr epidermal growth factor 0000186 // 0005622 // 0000166 // nucleotide binding // inferred from electronic annotation  
 0.167082 Trub1 TruB pseudouridine (pseudouridine) 0001522 // pseudouridine 0003723 // RNA binding // inferred from electronic annotation  
 -0.19431 Pik3ip1 phosphoinositide-3-kinase interacting protein 1 0016020 // membrane // inferred from electronic annotation  
 -0.23537 Coq10b coenzyme Q10 homolog B (S. cerevisiae) 0005739 // mitochondrion // inferred from direct assay  
 0.177823 Secisbp2 SECIS binding protein 2 0005739 // 0003723 // RNA binding // not recorded ///  
 -0.07133 Alkbh3 alkB, alkylation repair 0006281 // 0005634 // 0004519 // endonuclease activity // inferred from electronic annotation  
 -0.09978 Paqr8 progesterone and adiponectin receptor 0007165 // 0005886 // 0004872 // receptor activity // inferred from electronic annotation  
 -0.15142 Dynlrb2 dynein light chain roach 0006810 // 0005737 // 0003774 // motor activity // inferred from electronic annotation  
 0.175753 Hexim2 hexamethylene bis-adenosine 0000122 // 0005634 // 0004861 // cyclin-dependent protein kinase inhibitor 2A  
 -0.19632 Ddi2 DNA-damage inducible 2 0006508 // proteolysis 0004190 // aspartic-type endopeptidase activity // inferred from electronic annotation  
 -0.21243 Prkaa2 protein kinase, AMP-activated 0006468 // 0005634 // 0000166 // nucleotide binding // inferred from electronic annotation  
 -0.04047 Bcl2l13 BCL2-like 13 (apoptosis-inducing 1) 0006915 // 0005739 // mitochondrion // inferred from direct assay  
 -0.12697 5730455O RIKEN cDNA 5730455O13 gene 0005634 // 0005515 // protein binding // inferred from electronic annotation  
 -0.00553 Aff3 AF4/FMR2 family, member 3 0006350 // 0005634 // 0003677 // DNA binding // inferred from electronic annotation  
 -0.14246 Cyp20a1 cytochrome P450, family 20 subfamily 1 0005514 // 0016020 // 0004497 // monooxygenase activity // inferred from electronic annotation  
 -0.09563 Aasdhpt aminoadipate-semialdehyde 0009059 // 0005737 // 0000287 // magnesium ion binding // inferred from electronic annotation  
 -0.13811 Myg1 melanocyte proliferating gene 1 0005634 // nucleus // inferred from electronic annotation  
 -0.15118 1110002E2 RIKEN cDNA 1110002E22 gene  
 -0.19457 Plcb4 phospholipase C, beta 0006629 // 0005626 // 0004435 // phosphoinositide phospholipase C activity // inferred from electronic annotation  
 -0.88414 Cd47 CD47 antigen (Rh-related) 0007155 // 0005886 // 0005515 // protein binding // inferred from electronic annotation  
 -0.14863 Ptar1 protein prenyltransferase alpha subunit repeat containing 1  
 0.291054 Cpsf2 cleavage factor II mRNA processing 0006397 // 0005634 // 0003723 // RNA binding // inferred from electronic annotation  
 -0.41016 1700018L0 RIKEN cDNA 1700018L02 gene  
 0.199026 2810417H RIKEN cDNA 2810417H13 gene 0005634 // nucleus // inferred from electronic annotation  
 -0.27559 Cml3 camello-like 3 0001702 // 0005615 // 0008080 // N-acetyltransferase activity // inferred from electronic annotation  
 0.143573 Gsdma2 gasdermin A2  
 -0.08565 5033425B0 RIKEN cDNA 5033425B01 gene  
 -0.06901 4930563F1 RIKEN cDNA 4930563F15 gene  
 0.050483 Adck2 aarF domain containing 2 0008152 // 0005739 // 0000166 // nucleotide binding // inferred from electronic annotation  
 0.122461 Nat10 N-acetyltransferase 10 0008152 // 0005634 // 0000166 // nucleotide binding // inferred from electronic annotation  
 0.036006 Cdc27 cell division cycle 27 homolog 0007091 // 0005634 // 0005488 // binding // inferred from electronic annotation  
 -0.11542 Mtmr12 myotubularin related 12 0016311 // 0005737 // 0016791 // phosphatase activity // inferred from electronic annotation  
 -0.08543 Heca headcase homolog (Drosophila)  
 -0.33572 Rprd2 regulation of nuclear pre-mRNA domain containing 2 0005515 // protein binding // inferred from electronic annotation  
 -0.21557  
 -0.26305 Gm129 predicted gene 129  
 0.078381 Gramd1b GRAM domain containing 1B 0016020 // membrane // inferred from electronic annotation  
 0.062713 AI452195 expressed sequence AI452195  
 0.350942 D430042O RIKEN cDNA D430042O09 gene  
 -0.00342 Kremen1 kringle containing transmembrane protein 1 0016055 // 0016020 // membrane // inferred from sequence or structure  
 0.053182 Lman2l lectin, mannose-binding 0015031 // 0000139 // 0005529 // sugar binding // inferred from electronic annotation  
 -0.1897 AW413774 expressed sequence AW413774  
 0.271812 Dclk1 doublecortin-like kinase 1 0001764 // neuron microtubule 0000166 // nucleotide binding // inferred from electronic annotation  
 0.274441 Gsg1l GSG1-like 0016021 // integral to membrane // inferred from electronic annotation  
 -0.00265 Scn7a sodium channel, voltage-gated type 7A 0006810 // 0001518 // 0005216 // ion channel activity // inferred from electronic annotation  
 -0.1641 Lrrc15 leucine rich repeat containing 15 0005622 // 0005515 // protein binding // inferred from electronic annotation  
 0.177365 Tmem212 transmembrane protein 212 0016020 // membrane // inferred from electronic annotation

0.134015 Dcaf5 DDB1 and CUL4 associated factor 0005739 // mitochondrion // inferred from direct assay  
 -0.01623 6030405A: RIKEN cDNA 6030405A18 gene 0016020 // membrane // inferred from electronic anno  
 0.136804 Dand5 DAN domain family, n 0007368 //, 0005576 // extracellular region // inferred from electro  
 0.23594  
 -0.04487 Zbtb20 zinc finger and BTB domain containing 5 0006350 //, 0005622 //, 0003676 // nucleic acid binding // inferred fr  
 -0.12726 Susd5 sushi domain containing 5  
 -0.25694 Lrrn4cl LRRN4 C-terminal like 0016020 // membrane // inferred from electronic anno  
 0.429508 Foxs1 forkhead box S1 0001503 //, 0005634 //, 0003677 // DNA binding // inferred from dir  
 0.188986 Dpy19l3 dpy-19-like 3 (C. elegans) 0016020 // membrane // inferred from electronic anno  
 0.021691 Alg10b asparagine-linked glycosyltransferase 10 0008152 //, 0005886 //, 0015459 // potassium channel regulator acti  
 -0.01101 Pgg1b protein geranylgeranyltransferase 1 0008152 //, 0005953 //, 0003824 // catalytic activity // inferred from  
 -0.0658 C130046K2: RIKEN cDNA C130046K22 gene  
 0.309763  
 0.065625 Tbc1d24 TBC1 domain family, member 24 0003213 //, 0005622 //, 0005096 // GTPase activator activity // infer  
 -0.24349 Gtf3c1 general transcription factor 3c 0006350 //, 0000127 //, 0003677 // DNA binding // inferred from ele  
 -0.04843 Socs2 suppressor of cytokine signaling 2 0007595 // lactation //, 0005131 // growth hormone receptor binding  
 -0.04832 Ado 2-aminoethanethiol oxidoreductase 0005511 //, 0005739 //, 0016491 // oxidoreductase activity // inferre  
 -0.06687 Slc39a14 solute carrier family 3 member 14 0006810 //, 0005886 //, 0005385 // zinc ion transmembrane transpo  
 0.13522 Nif3l1 Ngg1 interacting factor 3 0004589 //, 0005737 //, 0005515 // protein binding // inferred from  
 -0.35491 Srsf11 serine/arginine-rich splicing factor 11 0000166 // nucleotide binding // inferred fr  
 -0.01895 9530010C2: RIKEN cDNA 9530010C24 gene  
 0.004677 D630036G: RIKEN cDNA D630036G22 gene  
 0.155324 Dot1l DOT1-like, histone H3 methyltransferase 1 0008152 // metabolic //, 0003677 // DNA binding // inferred from ele  
 -0.1253 Rlf rearranged L-myc fusion sequence 0005622 //, 0003676 // nucleic acid binding // inferred fr  
 -0.11448 Adc arginine decarboxylase 0006591 //, 0005739 //, 0003824 // catalytic activity // inferred from  
 0.07686 4930466K1: RIKEN cDNA 4930466K18 gene  
 -0.12698  
 -0.02263 Etl4 enhancer trap locus 4 0007275 //, 0005737 // cytoplasm // inferred from direct assay /// C  
 0.065609 Fam184b family with sequence similarity 184, member B  
 0.133158 Aasdh aminoadipate-semialdehyde dehydrogenase 0006629 // lipid metabolism //, 0000036 // acyl carrier activity // inferred fr  
 -0.10888 Fam171a2 family with sequence similarity 171, member A2 0016020 // membrane // inferred from electronic anno  
 -0.1195  
 0.226688 Cdkn2aipn CDKN2A interacting protein N-terminal like  
 -0.02567 Gle1 GLE1 RNA export factor 1 0006810 //, 0005634 //, 0005515 // protein binding // inferred from  
 -0.26161 B230208H: RIKEN cDNA B230208 0007264 //, 0005622 //, 0000166 // nucleotide binding // inferred fr  
 -0.27659 Nsd1 nuclear receptor-binding domain containing 1 0000122 //, 0005634 //, 0003682 // chromatin binding // inferred fr  
 0.060452 5930412G: RIKEN cDNA 5930412G12 gene  
 0.068484 Gabarapl2 gamma-aminobutyric acid receptor-associated protein 2 0006810 //, 0000139 //, 0005515 // protein binding // inferred from  
 -0.10988 Spg7 Spastic paraplegia 7 homolog 7 0006508 //, 0005739 //, 0000166 // nucleotide binding // inferred fr  
 -0.27451 Edn3 endothelin 3 0001755 //, 0005576 //, 0005179 // hormone activity // inferred from  
 -0.23387 Edn3 endothelin 3 0001755 //, 0005576 //, 0005179 // hormone activity // inferred from  
 -0.11239 Itih5 inter-alpha (globulin) 5 0010466 //, 0005576 //, 0004867 // serine-type endopeptidase inhib  
 0.17894 Lynx1 Ly6/neurotoxin 1 0007271 //, 0005624 //, 0005515 // protein binding // inferred from  
 0.086305 AI449212 expressed sequence AI449212  
 0.070802 LOC10050: hypothetical LOC100503166  
 0.202926 Zfp563 zinc finger protein 563 0006355 //, 0005622 //, 0003676 // nucleic acid binding // inferred fr  
 0.012148

0.338418

-0.20142 Rapgef6 Rap guanine nucleotide 0007165 /, 0005622 /, 0005085 // guanyl-nucleotide exchange fact  
-0.10448 Trip11 thyroid hormone rece 0007165 /, 0005634 /, 0004872 // receptor activity // inferred from  
-0.17275 Spnb2 spectrin beta 2 0007182 /, 0005634 /, 0003779 // actin binding // inferred from ele  
0.159814 1700025G1 RIKEN cDNA 1700025G04 gene  
-0.0115 D630045J1 RIKEN cDNA D630045J12 gene 0016020 // membrane // inferred from electronic anno  
-0.25769  
-0.08917 Atxn7l1 ataxin 7-like 1  
-0.21145  
-0.49553 Spg11 spastic paraplegia 11 0005634 // nucleus // inferred from electronic annotati  
-0.06311  
-0.0144 E230025N: Riken cDNA E230025N 0007018 // microtubul 0003777 // microtubule motor activity // inf  
-0.2695  
-0.01625  
-0.03676  
-0.02848 Wdfy3 WD repeat and FYVE c 0008152 /, 0005635 /, 0003831 // beta-N-acetylglucosaminylglyco  
0.120925 Cux2 cut-like homeobox 2 0006350 /, 0005634 /, 0003677 // DNA binding // inferred from dir  
0.07615 Opa3 optic atrophy 3 (human) 0005739 // mitochondrion // inferred from direct assay  
-0.01262 Bat1a HLA-B-assc mRNA\_prc 0006200 /, 0005634 /, 0000166 // nucleotide binding // inferred fr  
-0.18936 Fbxo7 F-box protein 7 0031647 /, 0043234 /, 0005515 // protein binding // inferred from  
-0.07598 Shpk sedoheptulokinase 0005975 /, 0005737 /, 0000166 // nucleotide binding // inferred fr  
-0.18019 D19ErtD73 DNA segment, Chr 19, ERATO Doi 737, expressed  
-0.17639 Rnaseh2b ribonuclease H2, subunit B 0005634 // nucleus // inferred from electronic annotati  
0.019008 3110082I1 RIKEN cDNA 3110082I17 gene 0005515 // protein binding // inferred from  
-0.10296 Zfand5 zinc finger, AN1-type c 0001701 // in utero ei 0003677 // DNA binding // inferred from ele  
0.25355 C2cd4b C2 calcium-dependent domain containing 4B  
0.087039 6430500C1 RIKEN cDNA 6430500C12 gene  
0.289974 Srr serine racemase 0006520 /, 0005625 /, 0003824 // catalytic activity // inferred from  
-0.02835 2210408I2 RIKEN cDNA 2210408I21 gene  
0.092473 C030039LC RIKEN cDNA C030039 0006355 /, 0005622 /, 0003676 // nucleic acid binding // inferred fr  
0.032607 Mrpl47 mitochondrial ribosom 0006412 /, 0005739 /, 0003735 // structural constituent of ribosom  
0.036687 4933402D: RIKEN cDNA 4933402D24 gene  
-0.07978 1700040N1 RIKEN cDNA 1700040N02 gene  
0.042519 4631402F2 RIKEN cDNA 4631402F24 gene  
-0.18199 5830420C1 RIKEN cDNA 5830420C07 gene  
-0.13167  
-0.07525 Ilvbl ilvB (bacterial acetola 0008152 /, 0016020 /, 0000287 // magnesium ion binding // inferre  
0.068025 Prkcz protein kin Calcium\_r 0000226 /, 0005625 /, 0000166 // nucleotide binding // inferred fr  
0.159271 Leo1 Leo1, Paf1/RNA polyn 0006350 /, 0005634 /, 0005515 // protein binding // inferred from  
0.134 Fam193a family with sequence similarity 193, member A  
0.008543 Dgcr8 DiGeorge syndrome c 0007051 /, 0005622 /, 0003723 // RNA binding // inferred from ele  
-0.45031 Cggbp1 CGG triplet repeat bin 0006350 /, 0005634 /, 0003677 // DNA binding // inferred from ele  
-0.07839 Xkr8 X Kell blood group precursor related family member 8 homolog  
0.010088 Dpp9 dipeptidylpeptidase 9 0006508 /, 0005737 /, 0004177 // aminopeptidase activity // inferr  
0.001663 Nav3 neuron navigator 3 0008152 /, 0005634 /, 0000166 // nucleotide binding // inferred fr  
-0.44119 Lepr leptin receptor 0001525 /, 0005576 /, 0004872 // receptor activity // inferred from  
0.297207 5430407P1 RIKEN cDNA 5430407P10 gene

0.24175 Trim28 tripartite motif-containing 12 0000122 /, 0000785 /, 0003700 // sequence-specific DNA binding to  
 -0.37037 Mthfd1l methylenetetrahydrofolate dehydrogenase 1 0006730 /, 0005739 /, 0000166 // nucleotide binding // inferred from  
 0.4926 Nsg2 neuron specific gene 1 0007212 /, 0005768 /, 00050780 // dopamine receptor binding // inferred from  
 0.287966 Cdh26 cadherin-like 26 0007155 /, 0005886 /, 0005509 // calcium ion binding // inferred from  
 -0.18275 Wnt5a wingless-type Wnt signaling protein 5 0001667 /, 0005576 /, 0004871 // signal transducer activity // inferred from  
 -0.09784  
 0.097733 Nkd2 naked cuticle 2 homolog 2 0006810 /, 0005737 /, 0005509 // calcium ion binding // inferred from  
 -0.49694 Cdkl2 cyclin-dependent kinase-like 2 0006468 /, 0005634 /, 0000166 // nucleotide binding // inferred from  
 -0.07238 2610316D01 RIKEN cDNA 2610316D01 gene  
 0.138573 Osgp O-sialoglycoprotein endosialin 0006508 // proteolysis 0004175 // endopeptidase activity // inferred from  
 0.025903 Homer2 homer homolog 2 (Drosophila) 0007216 /, 0005737 /, 0003779 // actin binding // inferred from direct  
 -0.00709 Arntl Aryl hydrocarbon receptor 1 0000060 /, 0005634 /, 0003677 // DNA binding // inferred from phylogenetic  
 -0.30057 Ascc3 activating signal cointegrator 3 0008152 /, 0005622 /, 0003676 // nucleic acid binding // inferred from  
 -0.1824 Trpm3 transient receptor potential cation channel 3 0006810 /, 0016020 /, 0004872 // receptor activity // inferred from  
 -0.22286 D7Wsu130 DNA segment, Chr 7, Wayne State University 130, expressed  
 0.148494 Med6 mediator of RNA polymerase II transcription 6 0006350 /, 0005634 /, 0003677 // DNA binding // inferred from direct  
 0.070636 Kcnq3 potassium voltage-gated channel subfamily Q member 3 0006810 /, 0008076 /, 0005216 // ion channel activity // inferred from  
 0.117128 Wrb tryptophan rich basic protein 0005634 // nucleus // inferred from electronic annotation  
 -0.10226 4933407C09 RIKEN cDNA 4933407C09 gene  
 0.151837 Ppip5k1 diphosphoinositol 3-kinase 1 0006020 /, 0005737 /, 0000166 // nucleotide binding // inferred from  
 -0.46003 Hsd17b13 hydroxysteroid (17-beta) oxidoreductase 13 0008152 /, 0005576 /, 0003824 // catalytic activity // inferred from

transcription factor activity // inferred from direct assay /// 0003824 // catalytic activity // inferred from electronic annotation /// 0003676 // nucleic acid binding // inferred from electronic annotation /// 0003677 // electronic annotation /// 0004806 // triglyceride lipase activity // inferred from electronic annotation /// 0005178 // not recorded /// 0004768 // stearyl-CoA 9-desaturase activity // inferred from electronic annotation /// 0005178 // DNA binding // inferred from electronic annotation /// 0005515 // protein binding // inferred from electronic annotation /// 0005097 // Rab GTPase activator activity // inferred from electronic annotation /// 0016021 // integral to membrane // inferred from electronic annotation /// 0005764 // lysosome // inferred from direct assay /// 0005764 // lysosome // not recorded /// 0005764 // lysosome // physical interaction /// 0005515 // protein binding // inferred from electronic annotation /// 0016301 // kinase activity // inferred from electronic annotation /// 0015171 // amino acid transmembrane transporter activity // not recorded /// 0015171 // magnesium ion binding // inferred from electronic annotation /// 0000287 // magnesium ion binding // inferred from electronic annotation /// 0000287 // magnesium ion binding // inferred from electronic annotation /// 0000287 // physical interaction /// 0005515 // protein binding // inferred from electronic annotation /// 0046982 // protein binding // inferred from electronic annotation /// 0005730 // nucleolus // inferred from direct assay /// 0003677 // DNA binding // inferred from electronic annotation /// 0003700 // sequence-specific DNA binding // inferred from electronic annotation /// 0003677 // DNA binding // inferred from electronic annotation /// 0003700 // sequence-specific DNA binding // inferred from electronic annotation /// 0016021 // integral to membrane // inferred from electronic annotation /// 00031683 // G-protein beta/gamma-subunit binding // inferred from direct assay /// 0004666 // prostaglandin-endoperoxide synthase activity // inferred from electronic annotation /// 0016787 // hydrolase activity // inferred from electronic annotation /// 0017110 // nucleoside-diphosphatase activity // inferred from electronic annotation /// 0004177 // aminopeptidase activity // inferred from electronic annotation /// 0005515 // protein binding // inferred from electronic annotation /// 0004497 // monooxygenase activity // inferred from electronic annotation /// 0004499 // flavin-cytochrome b5 reductase activity // inferred from electronic annotation /// 0016021 // integral to membrane // inferred from electronic annotation /// 0015293 // symporter activity // inferred from electronic annotation /// 0015377 // ubiquitin-specific protease activity // inferred from electronic annotation /// 0004843 // ubiquitin-specific protease activity // inferred from electronic annotation /// 0004674 // protein serine/threonine kinase activity // inferred from direct assay /// 0004872 // receptor activity // inferred from electronic annotation /// 0005178

electronic annotation /// 0005160 // transforming growth factor beta receptor binding // inferred from electronic annotation /// 0046872 // metal ion binding // inferred from electronic annotation  
 electronic annotation /// 0004607 // phosphatidylcholine-sterol O-acyltransferase activity // inferred from electronic annotation /// 0016787 // hydrolase activity // inferred from electronic annotation  
 electronic annotation /// 0008009 // chemokine activity // inferred from electronic annotation  
 electronic annotation /// 0005244 // voltage-gated ion channel activity // inferred from electronic annotation  
 electronic annotation /// 0003713 // transcription coactivator activity // inferred from sequence or structural similarity  
 physical interaction /// 0008270 // zinc ion binding // inferred from electronic annotation /// 0046872 // metal ion binding  
 physical interaction /// 0005515 // protein binding // inferred from electronic annotation /// 0046875 // ephrin receptor activity  
 electronic annotation /// 0003676 // nucleic acid binding // inferred from electronic annotation /// 0003723 // transcription factor activity  
 electronic annotation /// 0008234 // cysteine-type peptidase activity // inferred from electronic annotation // direct assay  
 transporter activity // inferred from electronic annotation /// 0015179 // L-amino acid transmembrane transporter activity  
 electronic annotation /// 0004222 // metalloendopeptidase activity // not recorded /// 0004222 // metalloprotease activity  
 electronic annotation /// 0003924 // GTPase activity // inferred from sequence or structural similarity /// 0005515 // protein binding  
 inferred from electronic annotation /// 0005515 // protein binding // inferred from physical interaction /// 0005515 // protein binding  
 electronic annotation /// 0005578 // proteinaceous extracellular matrix // inferred from electronic annotation /// 0005578 // proteinaceous extracellular matrix  
 electronic annotation /// 0004672 // protein kinase activity // inferred from electronic annotation /// 0004672 // protein kinase activity  
 electronic annotation /// 0031072 // heat shock protein binding // inferred from electronic annotation /// 0046872 // protein binding  
 inferred from electronic annotation /// 0004872 // receptor activity // inferred from electronic annotation /// 0004872 // receptor activity  
 electronic annotation /// 0003700 // sequence-specific DNA binding transcription factor activity // inferred from electronic annotation  
 electronic annotation /// 0003700 // sequence-specific DNA binding transcription factor activity // inferred from electronic annotation  
 inferred from electronic annotation /// 0016740 // transferase activity // inferred from electronic annotation /// 0005737 // cytoplasm  
 inferred from electronic annotation /// 0005815 // microtubule organizing center  
 electronic annotation /// 0001948 // glycoprotein binding // not recorded /// 0004672 // protein kinase activity  
 direct assay /// 0003677 // DNA binding // not recorded /// 0003677 // DNA binding // inferred from electronic annotation  
 electronic annotation /// 0003700 // sequence-specific DNA binding transcription factor activity // not recorded // inferred from electronic annotation  
 not recorded /// 0004497 // monooxygenase activity // inferred from electronic annotation /// 0004509 // steroid 21-hydroxylase activity  
 inferred from electronic annotation  
 electronic annotation /// 0005789 // endoplasmic reticulum membrane // inferred from electronic annotation /// 0005789 // endoplasmic reticulum membrane  
 electronic annotation /// 0000287 // magnesium ion binding // not recorded /// 0000287 // magnesium ion binding  
 electronic annotation /// 0005794 // Golgi apparatus // inferred from electronic annotation  
 physical interaction /// 0005515 // protein binding // inferred from electronic annotation /// 0016455 // RNA polymerase activity  
 electronic annotation  
 binding // not recorded /// 0001850 // complement component C3a binding // inferred from electronic annotation  
 on /// 0005737 // cytoplasm // inferred from electronic annotation  
 inferred from genetic interaction /// 0005515 // protein binding // inferred from physical interaction /// 0005515 // protein binding  
 electronic annotation /// 0005200 // structural constituent of cytoskeleton // traceable author statement /// 0005200 // structural constituent of cytoskeleton  
 electronic annotation /// 0004553 // hydrolase activity, hydrolyzing O-glycosyl compounds // inferred from electronic annotation  
 electronic annotation  
 transcription factor activity // inferred from electronic annotation  
 electronic annotation /// 0003676 // nucleic acid binding // inferred from electronic annotation /// 0003677 // DNA binding  
 // inferred from direct assay /// 0004842 // ubiquitin-protein ligase activity // inferred from genetic interaction // inferred from electronic annotation  
 0003677 // DNA binding // inferred from electronic annotation /// 0003700 // sequence-specific DNA binding transcription factor activity

How the deposited data were processed for this re-analysis (not part of the article)

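RNA of the RPE/choroid of male mice was measured on 18 Affymetrix mouse genome arrays. The animals had received 1 intravitreal injection of 1 μL of BSS, of 10 μg of Dex or of 25 μg of TAA, and tissue was taken at day 7 or day 30, with 3 arrays in each of the 6 groups. The sample labels name each array by treatment, day and replicate, and they and the methods describe separate animals. According to the paper, the authors imported the scanned arrays into GeneSpring, applied RMA and set the baseline to the median of all samples. The deposited values are on the log2 scale, for 45101 probe sets and with no filter, and the authors' processing notes name RMA. From the values, the median of a probe set over the 18 arrays was at most 5e-07 in size, so that they are centred and hold no level. The version of the probe set definition is not given in the sources used here.

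The design written before the data were examined called for a filter on weak probe sets after the study's own, and for the brightest probe set of a gene. Both need a level, so, as the design provided for such values, all 45101 probe sets were kept and the value of a gene was the mean of its probe sets. For the same reason, where no member of a list passed, the first 3 members in list order were taken in place of the 3 of highest value. Of the probe sets, 34958 were annotated with 1 gene symbol, 932 with several and 9211 with none; the latter are unnamed here, and no gene was named from a probe set with several. The annotation covered 18194 genes, and 34754 probe sets were matched by gene identifier to a table of RefSeq genes of assembly GRCm38.p6, used for names alone, which changed 0 symbols. Some genes are not reported here.

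Values were compared with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes), with 1 mean per group over all 18 arrays, 12 residual degrees of freedom and a prior of 3.29. Tests were two-sided and p-values were adjusted by the method of Benjamini and Hochberg over all probe sets, with an adjusted p under 0.05 as the call. Comparisons were each steroid against BSS and TAA against Dex at each time, day 30 against day 7 over all treatments, the difference between 1 month and 1 week in the effect of each steroid, the F-test over the 6 groups and the F-test of treatment within a time point. Counts at the study's thresholds used an unadjusted p of 0.05 or less with a fold change of 1.5 or more, or a p of 0.01 or less for the F-test. The overlap between the steroids was set beside 100 simulated pairs of unchanged groups that shared 3 controls.

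The 34 gene lists were written before the data were examined but after the tables of the paper had been read, so that the rod, lens, muscle, clock, acute phase and calcium lists hold genes that the study picked on these arrays. They cover retinal cell classes, lens, muscle, vessel, blood, fat and surface tissues, the RPE and its pigment, the clock, glucocorticoid response, inflammation, calcium, neurotransmitters, cholesterol synthesis, phagocytosis and VEGF signaling. Each was tested with camera at a preset correlation of 0.01 and adjusted over the lists of a comparison; none of the calls in the comparisons of a steroid with BSS or with the other steroid held with an estimated correlation, nor with the directional test of fry; its test for changes in either direction called 1 list, acute phase after TAA at 1 week (adjusted p = 7.59e-05). The score of an array is the mean of a list's centred values. Scores were correlated with 1e+05 resamples for each permutation p, and within the arrays on either side of the widest gap. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for correlations and plots.

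The named genes follow a rule with 3 parts, written before the data were examined. The first takes every gene that the paper names, whose values in its tables had been seen. The second takes the 10 genes with the largest positive and the 10 with the largest negative log2 fold change per comparison among those past the adjusted threshold, filled from the study's thresholds where the 3 treated arrays lay outside the range of the 3 control arrays, which happens by chance in 1 of 10 splits. The last takes the 4 members of a list with the largest change among those that passed.

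The test was tested on simulated data made for Dex against BSS at 1 week over 45101 probe sets. limma found 44.8% of probe sets changed by a fold of 1.5, 85.1% at a fold of 2 and 97% at a fold of 4, with 10 false calls among 161. These shares describe the simulated set, and whether they hold for the arrays was not tested. In the data, Lcn2 after TAA at 1 week had a fold change of 19.32 (log2 SE 1.62) and was not called. At the study's thresholds 287 unchanged probe sets were called in this 1 simulated set, more than the 47, 204, 215 and 79 found in the data. The 100 simulated pairs of unchanged groups with shared controls gave a median of 161 and at most 2468. That median lies above 47 and 79 and below 204 and 215. The core clock list, shifted by 0.5 on the log2 scale, was found (camera, adjusted p = 8.24e-35), and 2 other lists were called. Alternatives were the methods' t-test and one-way analysis of variance, a trended and robust prior, array weights, renewed quantile or median normalization, the replicate number as a block, marker scores as covariates, the 9 arrays of one time point alone, other set tests and leaving out each array in turn. Pathway analysis with commercial software, qPCR and the filter on signal were not repeated. The replicate numbers did not pair the arrays: 13 of 45 pairs with the same number had a correlation over 0.1, with a mean of -0.071.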

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

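The comparisons of a result with other splits of the arrays, and the tests of the bipolar and lens fibre shifts expected from a slope, were chosen after the results had been seen, as were the rules that turn test values into verdicts; the other tests in this part were written before. The difference between 1 month and 1 week in the effect of Dex was tested for each gene list, and 12 lists differed by camera. Median differences in log2 fold change were -2.94 for rod photoreceptor, -1.025 for cone photoreceptor, -0.404 for bipolar cell and -0.545 for inner retinal neuron genes, -0.974 for lens crystallin, 0.383 for smooth muscle and pericyte, 0.243 for red blood cell, -0.126 for core clock, -0.224 for genes in antiphase to Arntl, 0.178 for interferon response, -0.148 for glutamate receptor and -0.165 for GABA receptor genes. With an estimated correlation none of the 12 passed, and without 1 array 8 lost the call and 6 had a mean smaller by over 1.5 times, among them lens crystallin, from -0.862 to -0.109. The same test of the effect of TAA gave 15 lists: -1.601 for rod photoreceptor, -0.295 for bipolar cell, -0.256 for inner retinal neuron, 0.238 for skeletal muscle, 0.382 for smooth muscle and pericyte, 0.341 for fibroblast, 2.711 for surface epithelium, 0.461 for adipocyte, -0.126 for core clock, -0.455 for genes in phase with Arntl, -0.097 for glucocorticoid response, -0.205 for acute phase, 0.143 for interferon response, -0.19 for GABA receptor and -0.137 for cholesterol synthesis genes. None of the 15 passed with an estimated correlation, and without 1 array 13 lost the call and 13 had a mean smaller by over 1.5 times, among them rod photoreceptor, from -1.6 to -0.362, and surface epithelium, from 2.093 to 1.174. The comparison of day 30 with day 7 over all treatments, which the paper does not analyse, gave 180 probe sets at an adjusted p under 0.05.

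Rod photoreceptor genes stood higher in the Dex arrays at 1 week, with a median log2 fold change of 1.585. If neural retina was carried over with the RPE/choroid, bipolar and rod scores should rise together within groups, and they did (r = 0.97). The bipolar median of 0.077 was 0.049 of the rod median, under the bound set against carry-over. That bound did not allow for the slope: bipolar scores rose by 0.211 (SE 0.013) per unit of rod score within groups. This slope predicts a bipolar shift of 0.321 where 0.284 (SE 0.3) was observed. The slope was 0.077 (SE 0.074) on the arrays below the widest gap in the rod score and 0.302 (SE 0.035) above it. The predicted shift therefore depends on the arrays used. If outer segment mRNA was kept because phagocytosis and autophagy slowed, as the paper proposes, bipolar and inner retinal genes should stay near 0, and their medians were 0.077 and 0.171, beside means of 0.284 (SE 0.3) and 0.411, but the rod list itself had an adjusted p of 0.851 with an estimated correlation. For Dex at 1 week, carry-over and kept mRNA cannot be told apart, since the bipolar shift of 0.284 (SE 0.3) allows both 0.321 and 0. Rod scores also differed without steroid, and 71.6% of their variance lay within groups. BSS day 30 replicates 1 and 3 had rod scores of 2.631 and 2.504, with bipolar scores of 0.767 and 0.65. BSS day 30 replicate 2 had -1.144 and -0.154. These values argue against phagocytosis slowed by steroids as the source of the spread among these control arrays. An effect of Dex on these genes stays open.

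Lens crystallin and skeletal muscle genes stood lower in the TAA arrays at 1 week, with medians of -1.347 and -0.597. If lens and extraocular muscle had been carried over in the control arrays, genes that the study did not name should be lower too: the 25 such muscle genes had a median of -0.477, beside -0.707 for the 7 that it named, and the 4 crystallins that it did not name -0.838. The 9 other lens fibre genes had -0.066, beside -1.415 for the 8 lens genes that it named, short of the bound set for carry-over, but that bound was wrong: their score rose by 0.323 (SE 0.062) per unit of crystallin score within groups, or 0.107 (SE 0.026) below the widest gap, which predicts a shift of -0.437 or -0.145 where -0.166 (SE 0.273) was observed. BSS arrays of one day ranged by 0.55 and 2.647 in the crystallin score and by 0.28 and 0.737 in the muscle score at day 7 and day 30, beside mean shifts of -1.353 and -0.595, so that single control arrays differed by as much as the shift at day 30 and not at day 7. Carry-over and an effect of TAA cannot be told apart, since neither forbids these values and carry-over in 3 control arrays would go with the groups.

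Clock genes differed among the 6 groups, and 2 explanations were weighed: that the 2 harvest days differ in clock phase, and that steroid treatment shifts the clock. According to the paper, tissue was collected in the morning, within an hour. The paper does not give the clock time for each day, so the harvest times of the 2 days could not be compared. In 14 of 15 core clock genes the p of the day was smaller than that of treatment, and on BSS arrays alone genes in phase with Arntl had a median day difference of 0.7 and genes in antiphase one of -0.43, which is consistent with a difference in phase between the days; the day also carries age and time since injection, which stay open. Against a shift by the steroids as the source of the differences, 0 of the 15 core clock genes passed the F-test of treatment adjusted over the list, with a median absolute day difference of 0.349 beside at most 0.13 for a steroid. A smaller shift is not excluded: Per1 and Arntl were higher after TAA at 1 week adjusted over the list alone (adjusted p = 0.0189 each).

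Other splits of the same arrays bear on whether chance could give the counts. For the F-test over the 6 groups, 7 probe sets passed after adjustment and the highest of the other splits gave 3, so that chance is excluded (1 of 100 splits); for counts at an unadjusted p, chance is not excluded, with 543 against a highest other of 1758 (29 of 100 splits as large) and 2281 against 5981 (39 of 100). For day 30 against day 7 chance is excluded for the probe sets, with 180 against 1 (1 of 100). For its lists the result is less clear: 4 of 100 splits were as large, and the highest other gave 20 lists against 19. Of these 19 lists, 2 passed with an estimated correlation. With a real count of 0 every split is as large by construction, 100 of 100, so the splits test nothing for treatment within a time point (highest other 2079) or for the probe sets of the difference between times in the effect of Dex (highest other 667) or TAA (highest other 189); for the lists of that difference chance is not excluded (12 against 19, 39 of 100, for Dex; 15 against 21, 18 of 100, for TAA). For comparisons of 3 arrays with 3, the 10 splits are too few for a share under 0.05; for the lists of Dex at 1 week, for example, 5 of 10 were as large. Real values and the highest other were 0 and 1 adjusted calls, 47 and 235 at the study's thresholds and 7 and 16 lists for Dex at 1 week; 1 and 0, 204 and 394, and 15 and 11 for TAA at 1 week; 0 and 2667, 215 and 2231, and 18 and 18 for Dex at 1 month; 0 and 373, 79 and 2054, and 15 and 20 for TAA at 1 month; 0 and 0 calls and 14 and 17 lists for TAA against Dex at 1 week; and 0 and 0, and 12 and 13, at 1 month. Splits with several times the real count, above all at 1 month, point to a structure of the arrays other than treatment; the first component, 40.2% of the variance, followed the neural retina score (r = 0.961).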

How the results depend on the processing

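The alternatives with the neural retina score or the surface epithelium score as sole covariate were chosen after seeing the data. Of 329 alternative values for 17 counts, 253 stayed within 1.5 times; of 4362 for gene lists, 3614 kept direction and side of the threshold, 556 lost the call, 176 gained one and 16 reversed, and the sign of uncalled values changed in 330; of 3651 for named genes, 3546 kept both, 95 lost the call, 10 gained one and 0 reversed, with 29 sign changes. Of the gene lists called, 17 of 18 for Dex and 15 of 15 for TAA at 1 month, and 3 of 7 and 6 of 15 at 1 week, and 11 of 14 at 1 week and 11 of 12 at 1 month for TAA against Dex, had a mean log2 fold change smaller by over 1.5 times, or of the other sign, without 1 of the 6 arrays, and 11, 12, 5, 5, 8 and 8 in the same order lost the call without 1. A stricter filter could not be run on centred values, and no filter and the mean of all probe sets equal the settings used and show nothing. Renewed normalization acts on centred values. Lists were not tested with their own scores as covariate. The cause was not tested for any value below, and the level of signal is not known from centred values. BSS day 30 replicate 2 had a neural retina score of -0.788, beside 1.541 and 1.542 on replicates 1 and 3. Fits without replicate 2 therefore keep the controls of that day with the higher retina scores, and their larger counts do not by themselves show effects of treatment.

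Values are given in the order of the comparison named. Array weights gave 170, 338, 904 and 688 probe sets at the study's thresholds for Dex and TAA at 1 week and Dex and TAA at 1 month; 27, 2503 and 7871 for the F-test adjusted and at an unadjusted p of 0.01 or 0.05; 2409 for the day; 1 for treatment within a time point; and 1 for TAA against Dex at 1 week. Renewed quantile normalization gave 229 for Dex and 434 for TAA at 1 week, 78 for Dex at 1 month, 107 for the day and 1 for the difference between times in the effect of TAA. A trended and robust prior (eBayes) gave 0 adjusted calls for TAA at 1 week, 11 for the F-test and 1 for TAA against Dex at 1 month. The methods' t-test gave 88, 13 and 12 at the study's thresholds for Dex at 1 week, Dex at 1 month and TAA at 1 month, and 0 adjusted calls for TAA at 1 week; the methods' one-way analysis of variance gave 0 adjusted calls. limma on the 9 arrays of the time point alone gave 235, 116 and 48 in the same order as the t-test and 0 adjusted calls for TAA at 1 week. Marker scores of neural retina, lens and skeletal muscle as covariates gave 2 adjusted calls and 395 at the study's thresholds for TAA at 1 week, 271 for TAA at 1 month, 3 for the F-test and 76 for the day. The neural retina score alone gave 122 for Dex at 1 month, 86 for the day and 1 for TAA against Dex at 1 month; the surface epithelium score gave 334 for TAA at 1 week and 11 for the F-test. With the replicate block, the day gave 98; the numbers share only a number, 2 of 18 arrays correlated best with their own number, the mean correlation was -0.071 with the same and 0.036 with another number, and the lists called were 8, 15, 18 and 14 against 7, 15, 18 and 15.

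Without single arrays, adjusted calls and those at the study's thresholds ranged over 0 to 0 and 40 (without Dex day 7 replicate 2) to 204 (BSS day 7 replicate 2) for Dex at 1 week, 0 to 1 and 148 (BSS day 7 replicate 1) to 637 (BSS day 7 replicate 2) for TAA at 1 week, 0 to 41 (BSS day 30 replicate 2) and 72 (BSS day 30 replicate 1) to 1764 (BSS day 30 replicate 2) for Dex at 1 month, and 0 to 3 and 109 (BSS day 30 replicate 1) to 1114 (BSS day 30 replicate 2) for TAA at 1 month. The F-test ranged over 6 (Dex day 7 replicate 2) to 27, 398 (TAA day 7 replicate 2) to 1648 and 1692 (BSS day 30 replicate 1) to 5030, the day over 63 (TAA day 7 replicate 2) to 1255, all highest without BSS day 30 replicate 2, treatment over 0 to 0, the difference between times over 0 to 1 for Dex (BSS day 30 replicate 2) and 0 to 1 for TAA (TAA day 7 replicate 2), and TAA against Dex over 0 to 0 at both times.

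Reversal is counted by the direction that camera gives, relative to other genes. Means of lists that reversed were, with the 3 marker scores, those of interferon response (-0.013) and calcium signalling (0.004) in TAA against Dex at 1 week, melanin (0.012) and endothelium (0.07) in TAA against Dex at 1 month, and surface epithelium (1.4) and glutamate receptor (0.011) in the difference between 1 month and 1 week in the effect of Dex; with the neural retina score alone, glutamate receptor in Dex against BSS at 1 week (-0.07) and in the effect of Dex between the times (-0.031). Without single arrays, lists that reversed had these lowest and highest values. Gene list skeletal muscle: Dex against BSS at 1 month had -0.16 (BSS day 30 replicate 1) and 0.208 (BSS day 30 replicate 2). Gene list rod photoreceptor: TAA against BSS at 1 month had -1.962 (BSS day 30 replicate 2) and 0.513 (TAA day 30 replicate 3), and gene list cone photoreceptor: TAA against BSS at 1 month had -1.077 and 0.062 without the same 2 arrays. Gene list Muller glia: TAA against BSS at 1 month had -0.461 (BSS day 30 replicate 2) and 0.559 (BSS day 30 replicate 3), and gene list interferon response: TAA against BSS at 1 month had -0.148 (BSS day 30 replicate 1) and 0.135 (BSS day 30 replicate 3). Gene list rod photoreceptor: TAA against Dex at 1 month had -0.275 (Dex day 30 replicate 1; -0.179 without TAA day 30 replicate 2) and 1.838 (TAA day 30 replicate 3), and gene list cholesterol synthesis: TAA against Dex at 1 month had -0.026 (Dex day 30 replicate 3) and 0.18 (Dex day 30 replicate 2). Of called lists, 2 more had a mean of the other sign with the direction kept and the call lost: glutamate receptor in TAA against BSS at 1 month, from -0.084 to 0.004 (BSS day 30 replicate 1), and melanin in TAA against Dex at 1 month, from -0.125 to 0.007 (TAA day 30 replicate 2).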

Differences from the paper's values

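The Venn diagrams of Fig. 1 give numbers at the study's thresholds that the paper calls genes, while those computed here are probe sets; by gene, limma gave 42, 174, 177 and 60 and the methods' t-test 74, 123, 11 and 7 for Dex and TAA at 1 week and Dex and TAA at 1 month, besides 4, 11, 21 and 15, and 9, 8, 2 and 5, probe sets without 1 gene symbol. For Dex at 1 week the paper's count is about 80 in Fig. 1, read by eye, and that computed here is 47. Of the alternatives set before the data were examined, the methods' t-test (88) and leaving out BSS day 7 replicate 3 (54) or Dex day 7 replicate 3 (57) came within 1.5 times, and array weights (170), renewed quantile (229) or median normalization (48), the replicate block (51), the trended prior (42), the marker scores (49), the 9 arrays alone (235) and leaving out other arrays did not. For Dex at 1 month the paper's count is about 11 in Fig. 1, read by eye, and that computed here is 215; the methods' t-test (13) came within 1.5 times and the other alternatives, from 72 without BSS day 30 replicate 1 to 1764 without BSS day 30 replicate 2, did not. For TAA at 1 month limma gave 79, against about 12 in Fig. 1, read by eye, and the methods' t-test gave the same number as the figure; the other alternatives, from 48 with the 9 arrays alone to 1114 without BSS day 30 replicate 2, did not come within 1.5 times. Of probe sets common to both steroids, 11 were counted with limma at 1 week, against about 3 in Fig. 1, read by eye, and the methods' t-test gave 4; at 1 month limma gave 31, against about 1 in Fig. 1, read by eye, and the methods' t-test gave the same number as the figure.

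For Ccl28 after TAA at 1 week the paper's text gives a fold change of -1.56, and that computed here is 1.56; with array weights it was 1.62, with renewed quantile or median normalization 1.73 and 1.57, with the replicate block 1.56 and with the marker scores 1.51, so that none of these had the sign of the text, while the paper's table has the sign found here. Of the 110 fold changes in Tables S1 to S6, 110 lay within the SD with the same sign and 108 were equal to 2 decimals. Of the tabled probe sets, limma met the study's thresholds in 12 of 43 for Dex and 41 of 53 for TAA at 1 week and in 11 of 11 and 10 of 10 at 1 month, and the methods' t-test in each of them. The copies of the tables hold fewer probe sets than the Venn diagrams for the 1-week comparisons.

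The paper states that fewer genes were altered at 1 month than at 1 week. With limma this held for TAA (204 and 79) and not for Dex (47 and 215), and with the methods' t-test it held for both (143 and 12 for TAA, 88 and 13 for Dex). Fig. 4 shows Arntl upregulated after Dex at 1 month, where its log2 fold change was -0.0447 (SE 0.25), and Per2 upregulated after TAA at 1 month, where it was -0.0015 (SE 0.26); at 1 week Arntl had 0.34 after Dex and 0.75 after TAA, in the direction of the figure. The paper states that no probe set passed the Benjamini-Hochberg adjustment; at its level of 0.01 limma's F-test gave 5, and at 0.05 it gave 7, while the methods' one-way analysis of variance gave 0 at either (smallest adjusted p = 0.0678). The paper relates the clock genes found over the entire set of arrays to the steroids, and here 0 of 15 core clock genes passed the F-test of treatment adjusted over the list and 10 passed the test of the day adjusted in the same way.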

Other observations

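Genes of cholesterol synthesis had higher values after TAA at 1 week. Of 20 such genes, 19 had positive log2 fold changes with a median of 0.186; 0 passed over all genes and 2 were higher when adjusted over the list alone, the sterol demethylase Msmo1 (0.54, SE 0.12, adjusted p = 0.0108) and the sterol reductase Tm7sf2 (0.45, SE 0.12, adjusted p = 0.0238). The list had an adjusted p of 1.15e-07 with camera and an adjusted p of 0.185 with an estimated correlation. After Dex at 1 week 17 of 20 were positive with a median of 0.073 (camera, adjusted p = 0.0576). RPE genes were positive in 11 of 11 after TAA at 1 week with a median of 0.131 (camera, adjusted p = 0.0118, but adjusted p = 0.696 with an estimated correlation and 0.441 without BSS day 7 replicate 1, where the mean went from 0.137 to 0.049), and melanin genes in 10 of 10 after Dex at 1 month with a median of 0.199 (camera, adjusted p = 0.000584, but adjusted p = 0.365 with an estimated correlation and 0.0161 without BSS day 30 replicate 1, where the mean went from 0.225 to 0.14). Red blood cell genes had a median of -0.197 after Dex at 1 week with 4 of 4 negative (camera, adjusted p = 0.0148, but adjusted p = 0.649 with an estimated correlation and 0.094 without BSS day 7 replicate 3, where the mean went from -0.231 to -0.151), Schwann cell genes one of 0.11 (camera, adjusted p = 0.775) and inflammatory cytokine genes one of 0.043 (camera, adjusted p = 0.774). The median of macrophage and microglia genes after Dex at 1 month was 0.24 (camera, adjusted p = 0.109), and that of serotonin and dopamine genes after TAA at 1 week 0.001.

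Between day 7 and day 30, some fibroblast and interferon response genes fell over all treatments. Of 11 fibroblast genes, 1 was lower over all genes, the collagen Col14a1, which fell by 0.51 (adjusted p = 0.023), and 6 were lower adjusted over the list alone, among them the collagens Col3a1, which fell by 0.59, and Col1a1, which fell by 0.49, and the proteoglycan Lum, which fell by 0.40 (camera, adjusted p = 0.0117, but adjusted p = 0.471 with an estimated correlation). Of 14 interferon response genes, 1 was lower over all genes, Ifit2, which fell by 0.43 (adjusted p = 0.0153), and 4 were lower adjusted over the list alone, with Ifi204, which fell by 0.45, Ifit3, which fell by 0.40, and Gbp3, which fell by 0.30 (camera, adjusted p = 0.0019, but adjusted p = 0.471 with an estimated correlation). The macrophage scavenger receptor Cd163 fell by 0.85 (adjusted p = 0.0168 over its list alone). Tcap, a protein of the muscle sarcomere, fell by 0.79 (adjusted p = 0.0242 over all genes). These differences go together with the day of collection, age and time since injection. No hypothesis beyond those weighed above was tested.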
